# AG-205 Upregulates Enzymes Involved in Cholesterol Biosynthesis and Steroidogenesis in Human Endometrial Cells Independently of PGRMC1 and Related MAPR Proteins

**DOI:** 10.3390/biom11101472

**Published:** 2021-10-06

**Authors:** Charlotte Thieffry, Marie Van Wynendaele, Asena Aynaci, Mauriane Maja, Caroline Dupuis, Axelle Loriot, Etienne Marbaix, Patrick Henriet

**Keywords:** PGRMC1, endometrium, AG-205, cholesterol, steroidogenesis

## Abstract

An inappropriate response to progestogens in the human endometrium can result in fertility issues and jeopardize progestin-based treatments against pathologies such as endometriosis. PGRMC1 can mediate progesterone response in the breast and ovaries but its endometrial functions remain unknown. AG-205 is an alleged PGRMC1 inhibitor but its specificity was recently questioned. We added AG-205 in the cultures of two endometrial cell lines and performed a transcriptomic comparison. AG-205 significantly increased expression of genes coding enzymes of the cholesterol biosynthetic pathway or of steroidogenesis. However, these observations were not reproduced with cells transfected with siRNA against PGRMC1 or its related proteins (MAPRs). Furthermore, AG-205 retained its ability to increase expression of selected target genes even when expression of PGRMC1 or all MAPRs was concomitantly downregulated, indicating that neither PGRMC1 nor any MAPR is required to mediate AG-205 effect. In conclusion, although AG-205 has attractive effects encouraging its use to develop therapeutic strategies, for instance against breast cancer, our study delivers two important warning messages. First, AG-205 is not specific for PGRMC1 or other MAPRs and its mechanisms of action remain unclear. Second, due to its effects on genes involved in steroidogenesis, its use may increase the risk for endometrial pathologies resulting from imbalanced hormones concentrations.

## 1. Introduction

An appropriate response to progesterone is crucial for the physiology of female reproductive organs. In addition to the well-documented nuclear progesterone receptors, two other families of proteins have been the subject of growing interest for their potential to mediate progesterone response: the class II progestin and adipoQ receptors (PAQRs, also called mPRs) and the membrane-associated progesterone receptors (MAPRs). The latter family contains four members sharing a cytochrome b5-like heme-binding domain on which their bioactivity depends [1]: progesterone receptor membrane component-1 and -2 (PGRMC1 and PGRMC2), neudesin (encoded by the *NENF* gene, for *neudesin neurotrophic factor*) and neuferricin (encoded by the *CYB5D2* gene for *cytochrome b5 domain containing 2*): among MAPRs, PGRMC1 received the greatest attention because it is suspected to participate in, or control, a large range of biological functions. including cell proliferation, apoptosis, steroid metabolism, lipid metabolism, membrane trafficking, angiogenesis, and progesterone response. Moreover, PGRMC1 overexpression is considered to play roles in carcinogenesis [2]. PGRMC1 is also required for optimal fertility. Indeed, in zebrafish, a double knockout of *PGRMC1* and *PGRMC2* resulted in decreased fertility due to a reduction in ovulation and a downregulation of the nuclear progesterone receptor protein [3]. Moreover, a conditional *Pgrmc1* knockout in a mouse uterus led to the appearance of multiple endometrial cysts and a decrease in the number of offspring [4]. PGRMC1 was also shown to favour human trophoblastic cell implantation [5].

A significant proportion of the studies investigating PGRMC1 have relied on the use of AG-205 (PubChem entry 1202545, CAS 1375078-57-1, UNII-02137X034H, IUPAC: 1-((4aR,9bS)-2,8-Dimethyl-3,4,4a,9b-tetrahydro-1H-pyrido(4,3-b)indol-5-yl)-2-(1-(4-chlorophenyl)tetrazol-5-yl)sulfanyl-ethanone). AG-205 is a small molecule (Figure S1) commercialized by major biotech companies as a PGRMC1 inhibitor/ligand, although evidence is lacking to support this assumption. AG-205 was initially identified as one of four aromatic molecules able to bind the *Arabidopsis thaliana* AtMAPR2 [6] aka AtMP3 (UniProt entry Q9SK39). Similar to the four MAPR proteins, AtMAPR2/AtMP3 contains a cytochrome b5-like heme-binding domain and, more precisely, two key tyrosine residues (positions 107 and 113 in PGRMC1) required for heme binding [7]. Because the addition of AG-205 to purified PGRMC1 modified the spectroscopic properties of the PGRMC1-heme complex and induced dissociation of heme-dependent PGRMC1 homodimers, it was assumed that PGRMC1 was the human orthologue of yeast AtMAPR2/AtMP3 [8]. It is not clear whether the ability of AG-205 to alter the spectrometric properties of the other MAPRs was tested. Moreover, comparison of the AtMAPR2/AtMP3 protein sequence with that of the 4 human MAPRs (entry O00264 for PGRMC1, O15173 for PGRMC2, Q9UMX5 for neudesin and Q8WUJ1 for neuferricin), using the Clustal Omega Multiple Sequence Alignment tool from EMBL-EBI does not support a closer homology between AtMAPR2/AtMP3 and PGRMC1 than with the three other MAPRs.

In the ovary and the breast, the addition of AG-205 promoted apoptosis [9,10] modified regulation of the cell cycle [10,11,12] and reduced cell migration and invasion capacities [10]. As a consequence, AG-205 was patented for its therapeutic potential against breast cancer [13]. However, to the best of our knowledge, AG-205 is only used for research purposes, and although PGRMC1 was proposed to be an important regulator of essential pathways in the breast and ovary, much less is known about its endometrial functions and mechanisms of action. In the human endometrium, progesterone is a critical inducer of modifications occurring to favour blastocyst implantation and pregnancy, including decidualization, i.e., a specific differentiation of the endometrial stromal cells. PGRMC1 is expressed in the human endometrium and its potential contribution to decidualization was recently reported [14]. Interestingly, the addition of AG-205 to endometrial stromal cells undergoing artificial decidualization in response to progesterone (combined with estradiol) upregulated expression of genes related to metabolism, molecular transport and hormonal biosynthesis. However, it is unclear whether these changes required progesterone. Indeed, direct PGRMC1 binding to progesterone remains highly debated. Alternatively, the presence of potential SH2- and SH3-binding domains strongly suggests that PGRMC1 can act as a “hub” protein, connecting multiple partners [15] to activate molecular pathways that are—directly or indirectly—sensitive to progesterone. Moreover, and more importantly, two recent publications have strongly challenged AG-205 specificity towards PGRMC1 (and PGRMC2). Firstly, knocking out *PGRMC1* and/or *PGRMC2* expression did not alter the ability of AG-205 to induce the formation of large endosomes in CHO-K1 and HeLa cells [16]. Secondly, and through a more direct approach, no binding activity of AG-205 to apo- or heme-dimerized PGRMC1 was observed by isothermal titration calorimetry analysis [17].

In the present study, we first used a transcriptomic approach to identify biological processes and individual genes impacted by the addition of AG-205 in two endometrial cells lines cultured in the absence of progesterone. We then compared these transcriptomes with those derived from the same endometrial cells transfected with siRNAs directed against *PGRMC1* or against the four MAPRs. In both cell lines, the addition of AG205 increased expression of genes involved in sterol biosynthesis and steroidogenesis, as previously reported, but this effect was independent of the presence of progesterone and of the 4 MAPRs.

## 2. Materials and Methods

### 2.1. Cell lines and Cell Culture

Two human endometrial cell lines were used for the experiments: the Telomerase-immortalised Human Endometrial Stromal Cell line (T-HESC, ATCC CRL-4003) derived from fibroblast-like cells obtained from an adult patient with myomas [18], and the Human Endometrial Cancer One A cell line (HEC-1A, ATCC HTB-112) derived from epithelial-like cells isolated from a patient with stage 1A endometrial adenocarcinoma [19].

Cells were grown in Dulbecco’s Modified Eagle Medium/Nutrient Mixture F-12 (DMEM/F12; Gibco, ThermoFisher Scientific, Merelbeke, Belgium), supplemented with 10% Fetal Bovine Serum (FBS), 100 U/mL penicillin, 100 µg/mL streptomycin (ThermoFisher Scientific) in a humidified atmosphere of 5% CO_2_ at 37 °C.

### 2.2. Chemical Compounds

AG-205 (Sigma, Saint-Louis, MO, USA) was diluted in dimethyl sulfoxide (DMSO) to prepare a 15 mM (1000×) stock solution.

### 2.3. Cell Viability Assay

The optimization of the final concentration and the incubation time of AG-205 was carried out with the CellTiter 96^®^ AQueous One Solution Cell Proliferation Assay (Promega, Leiden, The Netherlands) according to the manufacturer’s recommendations. Briefly, cells were seeded in 96-well plates (2 × 10^4^ cells/mL) and grown in DMEM/F12, without phenol red nor antibiotics, supplemented with 10% FBS. After 48 h incubation, medium was changed after supplementation with indicated concentrations of AG-205 or corresponding DMSO concentration as control. Cells were incubated for 24 h, 32 h or 48 h before the addition of 20 µL/well of CellTiter 96^®^ AQueous One Solution Reagent containing a tetrazolium compound (MTS). After 1–4 h incubation at 37 °C, the quantity of formazan (a bio-reduced colored product of MTS directly proportional to the number of living cells) was measured at 490 nm absorbance.

### 2.4. Inhibition Techniques (siRNA Transfection or AG-205 Addition)

siRNA-mediated gene silencing was performed by transient transfection with Lipofectamine RNAiMax (Invitrogen, Waltham, MA, USA) according to the manufacturer’s recommendations.

Cells (2 × 10^4^ cells/mL) were transfected with final 10 nM pre-designed Silencer siRNA(s) or negative control (Table S1, Supplementary Materials) and cultured in DMEM/F12, without phenol red nor antibiotics, supplemented with 10% FBS. At the same time, additional wells were prepared and cultured with the same medium (without transfection) for the AG-205 inhibition strategy. After 48 h incubation, the medium of all wells was changed and 15 µM of AG-205 or 0.1% DMSO, as negative control, was added to the appropriate wells for an additional 32 h.

### 2.5. RNA Extraction

After incubation, cells were lysed with TRIzol Reagent (Ambion, Huntingdon-Cambridgeshire, UK), vortexed for 10 s and incubated for 10 min at room temperature. The lysates were vortexed during 30 s and 20 ng of tRNA were added to each sample to stabilize the RNA. After homogenization, 200 µL of chloroform was added. The mixtures were vortexed for 30 s and incubated for 15 min at room temperature. After centrifugation for 15 min at 12,000× *g* and 4 °C, upper aqueous layers were collected. Samples were supplemented with 200 µL isopropanol 100%, vortexed for 30 s and stored for at least 1 h at −80 °C to precipitate the RNAs. After a 30 s centrifugation at 12,000× *g* and 4 °C, the RNA pellet was washed with cold ethanol 70%, dried at room temperature and resuspended in autoclaved H_2_O_d_. For RNA sequencing, an additional step was performed to remove excess DNA with the TURBO DNA-free kit (Invitrogen) according to manufacturer’s recommendations except that a longer centrifugation step (3 min) was carried out.

### 2.6. Quantitative Real-Time PCR

For all samples, the RNA concentrations were evaluated using Nanodrop ND-8000 spectrophotometer. Then, 500 ng total RNA were used for reverse transcription using SuperScript III Reverse Transcriptase kit (Invitrogen), according to the manufacturer’s recommendations.

Primers for amplification of *PGRMC1* were previously published [20]. All other specific oligonucleotides were designed in our laboratory (Table S2) and their amplification efficiencies were checked before use. The real-time PCR amplifications were performed with the KAPA SYBR FAST qPCR Master Mix (2×), 0.25 µM primers (forward and reverse) and 15 ng cDNA. Two HouseKeeping Gene, RPL13a and β-actin were selected based on their stability of expression under our experimental conditions.

### 2.7. RNA Sequencing

Total RNA was isolated from three independent cell culture experiments. The RNA quantities and qualities were evaluated using a Nanodrop ND-8000 spectrophotometer and an Agilent Bioanalyzer, respectively. RNA library preparation was performed using a polyA selection method. RNA sequencing was performed using the Illumina HiSeq system in a 2 × 150-bp configuration (single index, per lane) by GENEWIZ. RNA sequencing data of cells cultured with AG-205 are stored under GEO accession number GSE174305. RNA sequencing of cells cultured with the siRNA-PGRMC1 (s21310) were only used for the purpose of comparison and will be commented on in detail in another publication.

### 2.8. Bioinformatics Analysis Workflow

Read quality control was performed using FastQC software v0.11.8 [21]. Low quality reads were trimmed, and adapters were removed using Trimmomatic software v0.38 [22]. Reads were aligned using HISAT2 software v2.1.0 [23] on GRCh38 genome. Gene counts were generated using featureCounts software from subread-2.0.0 [24] and Ensembl Homo_sapiens.GRCh38.94.gtf annotation file. Differential expression analyses were done using DESeq2 v1.30 [25], on R version 4.0.3. Genes with adjusted *p*-value < 0.05 and absolute log2 fold-change > 1 were considered as differentially expressed. Over Representation Analysis was done with clusterProfiler v3.16.1 bioconductor package.

### 2.9. Immunolabeling

Immunocytofluorescence was performed with cells cultured on glass coverslips. After appropriate incubation, cells were washed in PBS before fixation for 10 min in 4% paraformaldehyde. They were washed 5 times for 5 min in PBS and permeabilized for 15 min in PBS with 0.1% Triton X-100. Nonspecific binding sites were blocked for 1 h at room temperature with PBS, 0.3% Triton X-100, 5% normal goat serum before incubating coverslips overnight at 4 °C with 1/200 anti-PGRMC1 primary antibody (D6M5M, cat no. 13856; Bioké, Leiden, The Nederlands). The next day, cells were washed 3 times for 5 min in PBS and incubated with 1/1000 secondary antibody (Goat anti-rabbit IgG, Alexa 488; Life Technologies, Merelbeke, Belgium) for 1 h 30 at room temperature. Nuclei were counterstained with Hoechst (BisBenzimide H33342, 1 µg/mL; Sigma) during the incubation with the secondary antibody. Fluorescence was observed with a Cell Observer Spinning Disk (COSD) confocal microscope (Zeiss, Zaventem, Belgium). Signals were analysed and quantified with the image analysis platform HALO (Indica Labs, Albuquerque, NM, USA).

### 2.10. Cell Fractionation and Western Blot Analysis

Cells incubated with AG-205 or DMSO control were washed with PBS, lysed with cytoplasmic lysis buffer (50 mM Tris, 0.1% Nonidet P-40 (Igepal CA-630), supplemented with Complete protease inhibitor cocktail (1 tablet for 50 mL; Roche/Boehringer, Brussels, Belgium)) and incubated for 30 min on ice. The samples were centrifuged for 10 min at 14,000× *g* and 4 °C to separate cytoplasmic (supernatant) and nuclear (pellet) proteins. The pellets were washed 3 times before the addition of nuclear lysis buffer (0.1% SDS, 1% sodium deoxycholate, 0.5% NP-40 (Tergitol), supplemented with Complete protease inhibitor cocktail (1 tablet for 50 mL)) and incubation for 30 min under intense shaking. To complete lysis, the homogenates were successively passed through a 16 G and a 30 G syringe and sonicated. The nuclear fraction was isolated (supernatant) after a last centrifugation step.

Cells transfected with siRNA-PGRMC1, or siRNA-control were washed with PBS and lysed with RIPA buffer (50 mM HEPES, 50 mM NaCl, 0.5% sodium deoxycholate, 0.1% SDS, 0.5% octylglucoside, supplemented with Complete protease inhibitor cocktail (1 tablet for 50 mL)).

All lysates were sonicated, and the protein concentration was measured by the bicinchoninic acid (BCA) method. When necessary, samples were concentrated with Amicon Ultra-0.5 Centrifugal Filter Units (MerckMillipore, Overijse, Belgium), according to the manufacturer’s recommendations. Next, sample buffer 5× (0.25 M Tris-HCl, 10% SDS, 20% Glycerol, 0.005% Bromophenol Blue, 5 mM DTT, pH 6.8) was added to each sample and the homogenates were heated for 5 min at 100 °C and centrifuged for 5 min at 14,000 g. Samples were prepared to ensure corresponding amounts of biomaterial in compared conditions (DMSO versus AG-205; siCTRL vs. siPGRMC1). Proteins were separated by SDS-PAGE (Running Buffer: Tris 0.025 M, glycine 0.192 M, SDS 0.1%) on a 12% polyacrylamide gel and transferred to a PVDF membrane (Perkin-Elmer, Zaventem, Belgium). Membranes were blocked for 2 h at room temperature with Tris Buffer Saline (TBS: 20 mM Tris-HCL, 0.5 M NaCl, pH 7.5), supplemented with 0.05% Tween-20 (TBST) and 5% non-fat milk, to avoid non-specific binding, before incubation overnight at 4 °C with the primary anti-PGRMC1 antibodies (D6M5M) diluted at 1:1000 in TBST, 5% bovine serum albumin (BSA).

After 3 washes of 10 min in TBST, blots were incubated for 1 h at room temperature with horseradish peroxidase-conjugated secondary antibodies (cat no. 050M4834; Sigma; or cat no. G21040; Life Technologies) diluted in TBST, 5% BSA. They were washed 3 times in TBST and once in TBS. Immunoreactive bands were revealed by chemiluminesence (SuperSignalTM West Femto Maximum Sensitivity Substrate; ThermoFisher Scientific) using the Fusion Solo S (Vilber Lourmat, Collegien, France).

For controls of equal loading, membranes were placed in a stripping buffer for 15′ (ReBlot Plus Strong Antibody Stripping Solution (10×); MerckMillipore), and re-probed with a primary anti-GAPDH (glyceraldehyde-3-phosphate dehydrogenase) antibody (catalog no. AM4300; Ambion, Huntingdon-Cambridgeshire, United Kingdom, as cytoplasmic control) diluted at 1:8000 in TBST, 5% non-fat milk and/or with a primary anti-histone H3 antibody (catalog no. Ab1791; Abcam, Amsterdam, The Nederlands, as a nuclear control) diluted at 1:10,000 in TBST, 5% BSA.

### 2.11. Statistical Analysis

All statistical analyses were performed with GraphPad Prism 8.4.3. Analyses of RT-qPCR data were performed on paired ΔCt values (i.e., within the same experiment). The outliers were identified and excluded using the Grubbs’ test.

## 3. Results

### 3.1. Setup of AG-205 Use in Endometrial Cell Culture

Our experiments were performed in two human endometrial cell lines, T-HESC from fibroblastic origin [18] and HEC-1A from epithelial origin [19]. Since AG-205 was used at quite high concentrations in previous publications (in the micromolar range), we first determined the effect of AG-205 addition on the viability of the two endometrial cell lines. HEC-1A and T-HESC cells were cultured for 24, 32 or 48 h in the presence of AG-205 (or DMSO as control) and cell viability was measured by colorimetric assay at the end of the culture (Figure S2, Supplementary Materials). In both cell lines, AG-205 had no effect on cell viability for up to 48 h when added at 5 or 15 µM. In contrast, cell viability was significantly reduced after 32 and 48 h upon addition of 30 µM AG-205, and at all time points upon addition of 45 µM AG-205. We therefore decided to perform all subsequent experiments with 15 µM AG-205 for 32 h.

To better understand the mechanisms of action of AG-205 on PGRMC1 in both endometrial cell lines, we next evaluated the effect of AG-205 addition on PGRMC1 expression. In both cell lines, the addition of AG-205 had no significant effect on *PGRMC1* mRNA levels (Figure 1a,d). Because AG-205 was previously shown to trigger PGRMC1 translocation towards the nucleus [9], we also assessed PGRMC1 protein expression and subcellular localization by immunofluorescence, and by western blotting following cell fractionation. In both cells lines, PGRMC1 was essentially present in the cytoplasm and barely or not detected in the nucleus, and AG-205 addition had no detectable effect (Figure 1b,c,e,f).

### 3.2. Effects of AG-205 in Endometrial Cell Culture

We next carried out an RNA sequencing-mediated transcriptomic comparison of cells cultured in the presence of AG-205 or with control DMSO. 

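RNA from 12 cultures was sequenced after polyA selection: HEC-1A, an endometrial epithelial cancer cell line, and T-HESC, an immortalized endometrial stromal cell line, each cultured for 32 h with 15 µM AG-205 or with its vehicle DMSO, in 3 libraries per group. The authors aligned the reads to GRCh38 with HISAT2, counted them per gene with featureCounts, and deposited the number of reads counted on each of 58735 genes in each library, without normalization. The paper's text does not name the strandedness of the counting or its handling of reads that match several genes. Total counts ranged from 7168542 to 12966177 (median 11723222) in HEC-1A with AG-205, from 9762159 to 10974428 (median 10884225) in HEC-1A with DMSO, from 12800067 to 14631822 (median 14231162) in T-HESC with AG-205 and from 11440359 to 15178276 (median 13415658) in T-HESC with DMSO. No library held a count for 23756 of the genes. Counts of a gene up to 3 in every library of a group were treated as the floor. Libraries of each cell line were scaled with edgeR's TMM method, genes with few counts were removed with filterByExpr, and AG-205 was compared with DMSO by edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over 14122 genes in HEC-1A and 13753 in T-HESC. A gene was called differentially expressed at the thresholds of Figure 2a,b, an adjusted p under 0.05 and a log2 fold change above 1 or below -1, where a positive value means higher with AG-205. Each log2 fold change is given with its standard error (SE) from this test, and levels are given as CPM, counts scaled to the TMM-adjusted total of the library, with the SD over the 3 libraries of a group. The biological coefficient of variation between libraries of a group was 10.1% in HEC-1A and 33.6% in T-HESC, and the median SE of a log2 fold change was 0.13 and 0.33. On simulated counts with the spread of each cell line, where some genes were changed 4-fold, the test recovered 191 of 193 changed genes with 3 false calls in HEC-1A and 143 of 194 with 7 false calls in T-HESC, while DESeq2 recovered 190 of 200 with 1 false call and 171 of 200 with 40 false calls. The simulated libraries were independent, took edgeR's spread per gene and held no library set apart, so they do not decide between the tools on these data. The first principal component parted the AG-205 from the DMSO libraries in HEC-1A (53.0% of the variance), whereas in T-HESC (52.5%) it set AG-205 replicate 1, with a score of 85.9, apart from the other 5 libraries, with scores from -35.4 to 2.59.

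**Figure D1:**
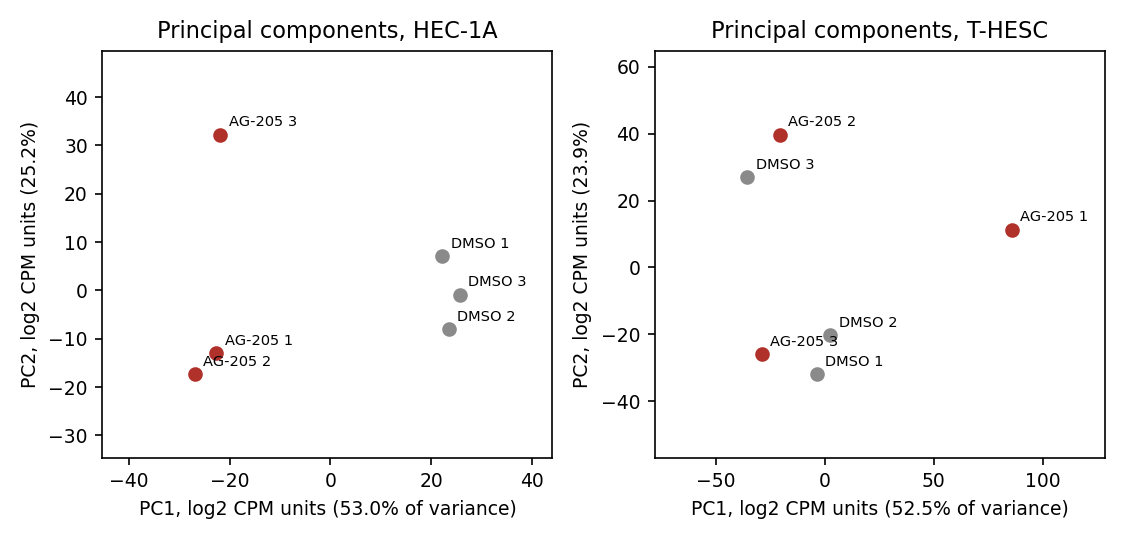
First (PC1) and second (PC2) principal components of the log2 CPM of each cell line, in log2 CPM units, with 1 point per library (AG-205 in red, DMSO in grey, with the replicate number). In T-HESC, AG-205 replicate 1 lies at 85.9 on PC1, away from the other 5 libraries.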

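In HEC-1A, 364 genes were higher and 29 lower with AG-205 than with DMSO among the 14122 tested (edgeR's quasi-likelihood test), and 3693 genes had an unadjusted p under 0.05. In T-HESC, 11 genes were higher and 0 lower among 13753, while 740 had an unadjusted p under 0.05, of which 247 were lower. The 11 genes included MVD, INSIG1, SQLE, MSMO1, HSD17B14, HMGCS1 and HSD17B7, and all of them were also among the 364 in HEC-1A. Among the 12008 genes tested in both lines, 0.215 shared genes would be expected for independent lists of these sizes (Fisher's exact test, one-sided, p = 1.28e-19). The groups did not overlap, so that every AG-205 library was above or below every DMSO library, for 31.4% of the genes tested in HEC-1A and 11.2% in T-HESC, where chance gives 10% with 3 libraries against 3. The test of the difference between the lines over 16132 genes found a higher log2 fold change in HEC-1A for 21 genes and in T-HESC for 7. It takes a common spread per gene for both lines, which tends to be too small for T-HESC and too large for HEC-1A. Its SE and its calls are therefore uncertain. The T-HESC counts moved with the analysis settings: without the filter on low counts 145 genes were higher and 36 lower, and with library quality weights, chosen after seeing the data, 230 and 103. Single libraries also decided it. Without AG-205 replicate 1 of T-HESC, 69 genes were higher and 3 lower, and without AG-205 replicate 3, 5 were higher. Without AG-205 replicate 2 or without DMSO replicate 1, 2 or 3, no gene passed, with 685, 404, 418 and 674 genes at an unadjusted p under 0.05. In HEC-1A, leaving out AG-205 replicate 3, the library with the smallest total, gave 543 genes higher and 46 lower.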

Volcano plots (Figure 2a,b) highlighted genes that were significantly upregulated by AG-205 addition. 

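The file was compared with a list of 21 enzymes of cholesterol biosynthesis (among them ACAT2, AACS, HMGCS1, PMVK, MVD, IDI1, SQLE, CYP51A1, TM7SF2, MSMO1, NSDHL and HSD17B7), since the gene ontology categories and Table S3 were not used here. In HEC-1A, 19 of the 21 enzymes (90.5%) and 2.45% of all other tested genes were higher with AG-205 at the thresholds given above (Fisher's exact test, one-sided, p = 8.17e-29). In T-HESC the shares were 42.9%, or 9 enzymes, and 0.0146% (Fisher's exact test, one-sided, p = 3.34e-25). The list was taken from Figure 2c, which reports on the same libraries, so its shares are not independent evidence. Of 8 gene lists tested with camera at a preset correlation of 0.01, this list had the smallest adjusted p in each line, 2.86e-194 in HEC-1A and 9.82e-110 in T-HESC (Benjamini-Hochberg over the lists). With fry, which estimates the correlation between genes from the libraries, the adjusted p values of the list were 3.09e-06 and 0.00492, with 20 and 21 of the enzymes on the higher side.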

Interestingly, the top five Gene Ontology (GO) terms over-represented in this comparison were related to cholesterol/steroid metabolism (Table S3 and Figure S3, Supplementary Materials). More precisely, most genes coding for enzymes involved in cholesterol biosynthesis were upregulated in both cell lines (Figure 2c). 

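In HEC-1A, 19 of the 21 enzymes drawn in Figure 2c were higher with AG-205, with log2 fold changes from 1.57 (NSDHL) to 3.48 (TM7SF2), that is from 2.98-fold to 11.2-fold. AACS (log2 fold change -0.02, adjusted p = 0.94) and PMVK (0.04, adjusted p = 0.833) did not pass edgeR's quasi-likelihood test, and the sign of each changed with the library left out. In T-HESC the same 19 enzymes had log2 fold changes from 1.52 (NSDHL) to 3.74 (HMGCS1), or 2.88-fold to 13.3-fold, with the 3 libraries of each group apart for 18 of the 21 enzymes, and for 19 in HEC-1A (chance gives 10% of genes). The median over the 21 enzymes was 2.00 in HEC-1A and 2.38 in T-HESC. Over all genes tested, 9 enzymes passed in T-HESC, with adjusted p from 0.0204 (MVD) to 0.0498 (IDI1) in edgeR's test with Benjamini-Hochberg adjustment. The others ranged from 0.0565 (ACAT2) upward, with CYP51A1 at 0.558. When adjusted over the list alone, 19 passed in each line, a count that is not independent evidence because Figure 2c reports on these libraries. The T-HESC count moved with the library left out: it was 18 without AG-205 replicate 1, 4 without AG-205 replicate 3 and 0 without AG-205 replicate 2 or any 1 DMSO library. With DESeq2, the tool named in the methods, 19 enzymes passed in T-HESC at an adjusted p under 0.05. With edgeR, 0 passed there at an adjusted p under 0.01. The test of the difference between the lines called 0 enzymes. It called 1 without the filter on low counts, 1 without AG-205 replicate 1 of T-HESC and 2 with library quality weights. The largest difference was that of TM7SF2, -1.75 (SE 0.457, adjusted p = 0.313 from the same test), which was lower in T-HESC.
HMGCS1 (ENSG00000112972, chromosome 5 of GRCh38 from 43287470 to 43313512) rose from 49.0 ± 1.12 to 353 ± 49.2 CPM (SD, n = 3) in HEC-1A, a log2 fold change of 2.85 (SE 0.115, edgeR adjusted p = 1.42e-08), and from 26.4 ± 1.16 to 352 ± 193 CPM in T-HESC (SE 0.414, adjusted p = 0.0336). MVD (ENSG00000167508, chromosome 16 from 88651935 to 88663161) rose from 72.3 ± 4.21 to 554 ± 36.9 CPM in HEC-1A (log2 fold change 2.94, SE 0.101, edgeR adjusted p = 3.54e-09) and from 52.5 ± 5.60 to 373 ± 19.8 CPM in T-HESC (2.83, SE 0.224). In the GENCODE 44 annotation, 12 of the 21 enzymes share exon sequence with another gene, 3 of them on the same strand, and 5 have named pseudogenes. Part of their counts is therefore uncertain. Overlaps on opposite strands depend on the strandedness, and the other cases on the handling of reads that match several genes. The paper counted on an Ensembl annotation, in which some of these overlaps may differ. CYP51A1 shares 68.2% and 67.8% of its exon length with a pair of genes on the same strand, and an antisense RNA covers 37.7% of HMGCS1. The paper proposes, from the many enzymes raised by AG-205, that modulation of a common regulator or pathway was more likely than of each gene.

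**Figure D2:**
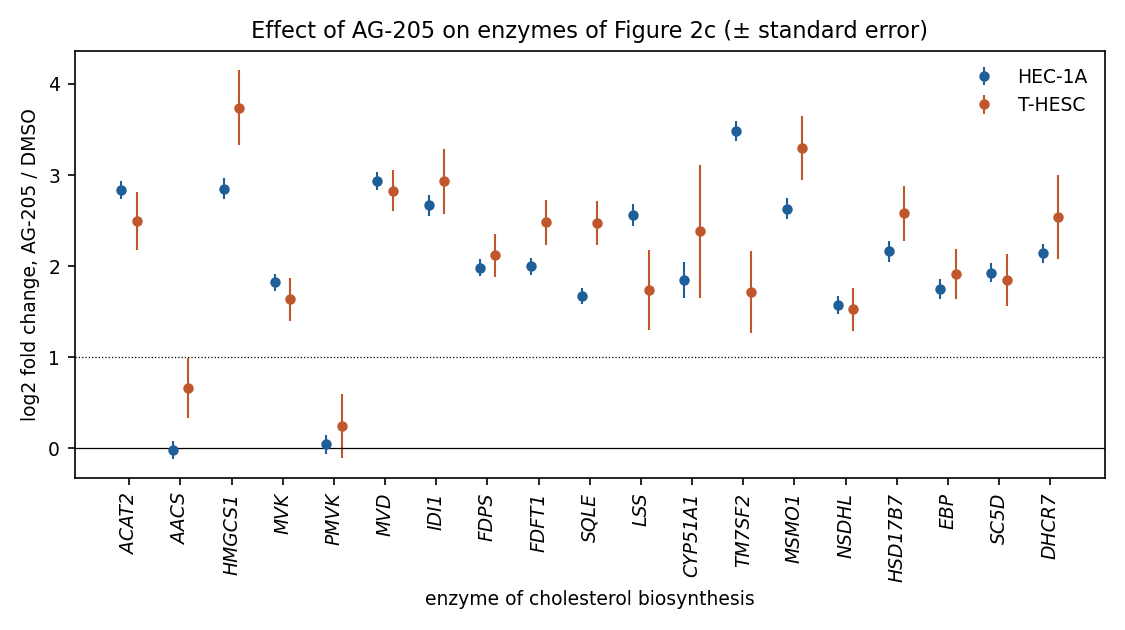
Log2 fold change between AG-205 and DMSO of enzymes of cholesterol biosynthesis in HEC-1A (blue) and T-HESC (orange), with bars for the SE of edgeR's estimate (3 libraries per group). The dotted line marks a log2 fold change of 1, above which the enzymes drawn lie in each line except for AACS and PMVK.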

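Genes were ranked in each line by the p of edgeR's quasi-likelihood test. Among the first 50 genes, 18 in HEC-1A and 15 in T-HESC were enzymes of cholesterol biosynthesis, such as HMGCS1, SQLE and DHCR7. The lines shared 25 of their first 50 genes, where 0.208 would be expected for independent lists among the 12008 genes tested in both, and the 25 moved in the same direction. Besides 15 enzymes, the shared genes included ERG28, INSIG1, QPRT, RUSC1-AS1, SCD and STARD4, listed after their values were seen. The exons of RUSC1-AS1 overlap those of the enzyme FDPS on the opposite strand, by 18.6% of the exon length of FDPS. All 50 genes in HEC-1A and 48 in T-HESC were higher with AG-205. The thresholds of Figure 2a,b were passed by all 50 in HEC-1A, with a largest adjusted p of 2.05e-06 in edgeR's test, and by 11 in T-HESC, where the largest adjusted p among the 50 was 0.162. Across the 12008 genes, which are not independent replicates, the log2 fold changes of both lines had a Spearman correlation of 0.241. Table S4 was not used here.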

The 50 genes that are most differentially expressed in both cell lines are listed in Table S4 (Supplementary Materials). This observation was attractive because previous studies have suggested a link between PGRMC1 and sterol metabolism [26,27,28,29,30]. Due to the large number of enzymes upregulated upon AG-205 addition, we hypothesized that this effect was more likely to result from modulation of one common regulator (or regulating pathway) rather than modulation of all individual genes. In this regard, insulin-induced gene 1 protein (INSIG1) stood out for several reasons. Firstly, INSIG1 is a well-known sterol regulator able to modulate several enzymatic steps in sterol metabolism (see Discussion). Secondly, INSIG1 was previously shown to directly interact with PGRMC1, although sensitivity of this interaction towards AG-205 was not addressed [30]. Thirdly, in our transcriptomic analysis, expression of *INSIG1* was strongly upregulated in both cell lines in response to AG-205. 

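INSIG1 (ENSG00000186480) lies on the plus strand of chromosome 7 of GRCh38 from 155297776 to 155310235, and its exons overlap no other gene in GENCODE 44. In HEC-1A its level was 367 ± 47.8 CPM (SD, n = 3) with AG-205 and 39.3 ± 1.96 CPM with DMSO, a log2 fold change of 3.22 (SE 0.116, adjusted p = 4.11e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In T-HESC it was 913 ± 129 CPM with AG-205 and 104 ± 28.4 CPM with DMSO, a log2 fold change of 3.13 (SE 0.303, adjusted p = 0.026 from the same test). The effects in the 2 lines differed by -0.07 (SE 0.286, adjusted p = 1 from edgeR's test of the difference). The SE of this difference is below that of T-HESC alone, because its fit takes a common spread per gene for both lines, so it is likely too small. Every AG-205 library was above every DMSO library of its line. With each library left out in turn, the log2 fold change stayed between 3.12 and 3.29 in HEC-1A and between 2.94 and 3.33 in T-HESC. The T-HESC call was lost without AG-205 replicate 2 (edgeR adjusted p = 0.133) and without DMSO replicate 1, 2 or 3 (adjusted p = 0.417, 0.315 and 0.317).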

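MSMO1 (ENSG00000052802, chromosome 4 of GRCh38 from 165327667 to 165343164) had 340 ± 48.9 CPM (SD, n = 3) with AG-205 and 54.7 ± 2.28 CPM with DMSO in HEC-1A, a log2 fold change of 2.63 (SE 0.116, adjusted p = 3.21e-08 from edgeR's quasi-likelihood test). In T-HESC the levels were 575 ± 204 and 58.4 ± 8.33 CPM, a log2 fold change of 3.30 (SE 0.348, edgeR adjusted p = 0.0336), and the effects in the lines differed by 0.68 (SE 0.337, edgeR adjusted p = 0.819). HSD17B7 (ENSG00000132196, chromosome 1 from 162790702 to 162812823) rose from 15.4 ± 1.32 to 69.3 ± 6.26 CPM in HEC-1A (log2 fold change 2.16, SE 0.115, edgeR adjusted p = 1.19e-07) and from 4.25 ± 0.166 to 25.4 ± 8.04 CPM in T-HESC (2.58, SE 0.299, edgeR adjusted p = 0.0399). Its pseudogenes HSD17B7P1 and HSD17B7P2 could share reads with it. Leaving out single libraries kept the log2 fold change between 3.12 and 3.56 for MSMO1 and between 2.28 and 2.77 for HSD17B7 in T-HESC, but the calls were lost. MSMO1 had an adjusted p of 0.144 without AG-205 replicate 2 and of 0.417, 0.315 and 0.317 without DMSO replicates 1, 2 and 3 (edgeR). HSD17B7 had 0.0596 without AG-205 replicate 3, 0.149 without AG-205 replicate 2 and 0.458, 0.41 and 0.317 without those DMSO replicates (edgeR). In HEC-1A, where the ranges were 2.51 to 2.71 and 2.09 to 2.23, no library left out changed either call.

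**Figure D3:**
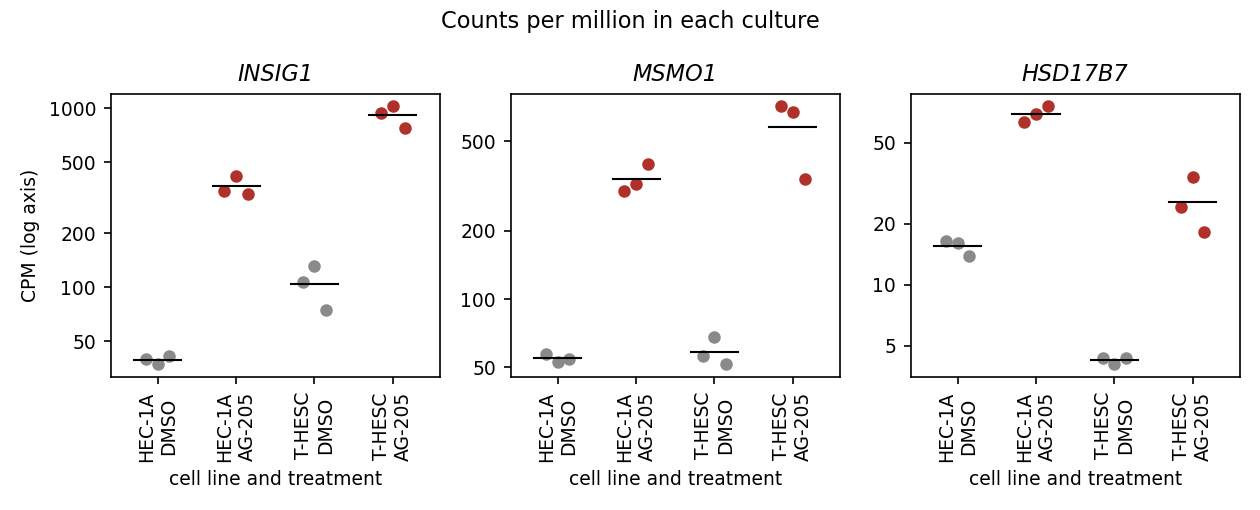
CPM on a log axis of INSIG1, MSMO1 and HSD17B7 in each library (points) with the mean of the 3 libraries of a group (line), for DMSO (grey) and AG-205 (red) in HEC-1A and T-HESC. Every AG-205 library lies above every DMSO library of its line, as for HSD17B7 with means of 69.3 against 15.4 CPM in HEC-1A.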

We therefore selected three genes for further experiments: *INSIG1* and two strongly upregulated enzymes of the cholesterol biosynthesis pathway, sterol C4-methyl oxidase *MSMO1* and 17β-hydroxysteroid dehydrogenase-7 *HSD17B7*, both involved in the conversion of lanosterol to cholesterol. Upregulation of the expression of these three genes upon AG-205 addition was confirmed by RT-qPCR analysis of additional cell cultures (Figure 2d,e).

### 3.3. Effects of AG-205 Are Not Mimicked by Downregulation of PGRMC1 Expression

To directly address the contribution of PGRMC1 in the upregulation of these genes, we repeated the experiments with cells transfected with a commercial siRNA directed against *PGRMC1* mRNA (s21310). We first checked its effect on PGRMC1 expression at the mRNA and protein levels. As expected, 80 h after transfection, *PGRMC1* mRNA concentration was reduced in both cell lines (Figure 3a,d). Coherently, the PGRMC1 signal by immunofluorescence (Figure 3b,e) and immunoblotting (Figure 3c,f) were strongly reduced in both cell lines.

*PGRMC1* downregulation did not reproduce the effect of AG-205 addition. Indeed, expression of the three selected genes was not significantly modified, or even slightly reduced, in cells transfected with the siRNA-PGRMC1 (Figure 4a,b).

To enlarge the scope of the comparison between the two experimental strategies (AG-205 or siRNA), we performed a new transcriptomic analysis to compare cells transfected with the siRNA-PGRMC1 or with a control siRNA. The top five most significantly enriched GO terms were totally different, in both cell lines, from those obtained with AG-205 (Table S5, Supplementary Materials). When comparing all transcriptomes together, only few GO terms were common to both strategies for each cell line (19 GOs for HEC-1A cells, Figure 4c and Table S6 (Supplementary Materials); and 12 GOs for T-HESC cells, Figure 4d and Table S7, Supplementary Materials). In contrast, several GOs were only identified in one analysis (515 GOs with the siRNA and 60 GOs with AG-205 in HEC-1A cells, Figure 4c; 164 GOs with the siRNA and 104 genes with AG-205 in T-HESC cells, Figure 4d). Most strikingly, the upregulation of genes involved in cholesterol biosynthesis was not mimicked in cells transfected with the siRNA (Figure 4e,f).

Although accurate *PGRMC1* downregulation by the s21310 siRNA was confirmed by our validation experiments (Figure 3), we decided to transfect cells with another PGRMC1-specific siRNA. The sequence of this second siRNA-PGRMC1 (18248) was directed towards exon 1 of *PGRMC1*, a sequence common to the two isoforms of *PGRMC1* predicted in silico, whereas the siRNA-PGRMC1 s21310 was targeting exon 2 (present in only one isoform). *PGRMC1* mRNA concentration was reduced in both cell lines by siRNA 18248, although more moderately than with the first siRNA (Figure 5a,c). In agreement with data obtained with siRNA s21310, expression of the three selected genes was not modified in cells transfected with siRNA 18248, except for a marginal increase (<1.5 fold) of *HSD17B7* and *INSIG1* expression in HEC-1A cells but not in T-HESC cells (Figure 5b,d).

### 3.4. Effects of AG-205 Are Independent of PGRMC1

In order to further challenge the PGRMC1-dependency of AG-205 effects, we questioned whether the effects of AG-205 could be maintained after *PGRMC1* down-tuning. To this aim, the two endometrial cell lines were transfected with siRNA-PGRMC1 (s21310) or siRNA-CTL and incubated with AG-205 or its DMSO control (Figure 6). As expected, the expression of *PGRMC1* was significantly reduced in cells transfected with siRNA-PGRMC1 (Figure 6a,c). Since the MAPR family contains three other members, PGRMC2, neudesin (*NENF*) and neuferricin (*CYB5D2*), we also measured the effects of siRNA-PGRMC1 on their expression. Although *NENF* and *CYB5D2* expression was unaffected, *PGRMC2* expression was slightly, but significantly, upregulated in cells from both cell lines transfected with siRNA-PGRMC1.

In agreement with our previous experiments, expression of the three selected genes was increased upon AG-205 addition in HEC-1A cells (mean increase ~3 to 4 fold) and in T-HESC cells (mean increase ~4 to 6 fold). Most importantly, this effect was perfectly identical whether cells were transfected with the siRNA-control or the siRNA-PGRMC1, indicating that the presence of PGRMC1 was not required to mediate AG-205 response (Figure 6b,d).

### 3.5. Effects of AG-205 Are Independent of All Four MAPRs

We next hypothesized that AG-205 was potentially able to interact with another MAPR rather than with PGRMC1. We therefore investigated whether the effects of AG-205 could be reproduced by transfecting cells with a siRNA against one of the three other MAPR genes (Figure 7), and whether the effects of AG-205 would be maintained or not upon simultaneous down-tuning of all four MAPRs (Figure 8).

In the first set of experiments, we transfected HEC-1A cells (Figure 7a,b) and T-HESC cells (Figure 7c,d) with one siRNA directed against *PGRMC1*, *PGRMC2*, *NENF* or *CYB5D2*. At the end of the culture, we first ensured that concentration of the targeted MAPR mRNA was significantly reduced. We also measured expression of the other MAPRs to identify potential compensation on their expression (Figure 7a,c). In both cell lines, each siRNA elicited downregulation of its target by at least 3-fold by comparison with the control siRNA. Globally, the siRNAs had no, or marginal, effects on the expression of the other MAPR genes. Only a very limited (<1.3-fold mean) but significant upregulation was measured for some combinations, as indicated in the figure. Then, we tested the effect of these siRNAs on expression of the three selected genes (Figure 7b,d) and measured some significant changes, but they were marginal by comparison with the effects of AG-205. The siRNA against *PGRMC2* induced a ~1.28-fold upregulation of *INSIG1* in HEC-1A cells. Surprisingly, the siRNA against *NENF* induced downregulation of the three genes in HEC-1A cells (~1.31-fold for *HSD17B7*; ~1.19-fold for *MSMO1* and ~1.32-fold for *INSIG1*) and upregulation in T-HESC cells (~1.32-fold for *HSD17B7*; ~1.48-fold for *MSMO1* and ~1.28-fold for *INSIG1*). Similarly, the siRNA against *CYB5D2* had opposite effects on some genes in both cell lines: it induced a ~1.23-fold downregulation of *HSD17B7* in HEC-1A cells and upregulation of *MSMO1* (~1.15-fold) and *INSIG1* (~1.27-fold) in T-HESC cells. In summary, transfection with any of the three other MAPR-targeting siRNAs did not reproduce the magnitude of the effects of AG-205.

In the second series of experiments, in an approach similar to that used in Figure 6, we transfected cells with the siRNA control or with a mixture of the 5 siRNAs, simultaneously targeting all four MAPR mRNAs (including the 2 siRNAs against *PGRMC1*) before adding AG-205 or control DMSO. The efficiency of the simultaneous downregulation of *PGRMC1*, *PGRMC2*, *NENF* and *CYB5D2* was verified by measuring the expression of these genes in HEC-1A (Figure 8a) and T-HESC (Figure 8c). In the two cell lines, a significant decrease in expression of all four genes was observed in cells transfected with the mixture of siRNAs by comparison with cells transfected with the siRNA-CTL, both in the presence of AG-205 or control DMSO.

The addition of AG-205 had no effect on the expression of the MAPR genes (comparison between black and white symbols in Figure 8a,c), except for two minor changes in T-HESC cells: For *PGRMC1* with both siRNA-CTL and anti-MAPR siRNA mixture, and for *PGRMC2* with anti-MAPR siRNA mixture only. The siRNA mixture also induced a slight increase in *HSD17B7* in HEC-1A cells and in *INSIG1* in both cell lines (Figure 8b,d).

As expected, AG-205 significantly increased the expression of the three selected genes *HSD17B7*, *MSMO1* and *INSIG1* in the two endometrial cell lines (Figure 8b,d) and, most importantly, this effect was maintained with a similar extent in cells transfected with the siRNA mixture against all four MAPR genes. Altogether, our results indicate that neither PGRMC1, nor any of the three other MAPRs is involved in AG-205-mediated increase in the expression of genes involved in the cholesterol biosynthesis and steroidogenesis pathways in endometrial cells.

## 4. Discussion

In the present study, we compared the effects of AG-205 addition and *PGRMC1* downregulation in the culture of endometrial cell lines.

Before turning to transcriptomic analysis, we optimized AG-205 concentration and incubation time, and addressed its potential effects on cell viability and PGRMC1 expression and subcellular localization. AG-205 was rarely added alone in cell culture medium in other studies because it was essentially used to address PGRMC1 contribution to the effect of another inducer. However, it was previously shown that cell viability is reduced in various cell types with AG-205 concentrations above 20 µM: reduction by about 40% and 60% in MDA-MB-231 breast cancer cells at 20 µM and 40 µM AG-205, respectively (Ahmed, 2010); reduction by about 25%, 42% and 50% after 24 h in lung cancer-derived stem cells at 25 µM, 50 µM and 100 µM AG-205, respectively [31]. This is fully compatible with our measures of cell viability in both endometrial cells lines and supports our choice to further use 15 µM AG-205. 

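In the RNA sequencing libraries, PGRMC1 (ENSG00000101856, chromosome X of GRCh38 from 119236245 to 119244466) had 169 ± 4.23 CPM (SD, n = 3) with AG-205 and 156 ± 0.758 CPM with DMSO in HEC-1A, a log2 fold change of 0.11 (SE 0.0831, adjusted p = 0.44 from edgeR's quasi-likelihood test). In T-HESC the levels were 199 ± 41.9 and 147 ± 11.3 CPM, a log2 fold change of 0.43 (SE 0.239, edgeR adjusted p = 0.993). PGRMC2 (ENSG00000164040) changed by 0.27 (SE 0.108, edgeR adjusted p = 0.139) in HEC-1A and -0.33 (SE 0.342, adjusted p = 0.993) in T-HESC on the log2 scale, and the effects differed by -0.59 (SE 0.365, edgeR adjusted p = 0.908). NENF (ENSG00000117691), which has 3 named pseudogenes, was at 32.7 ± 8.40 CPM with AG-205 and 32.2 ± 4.51 CPM with DMSO in HEC-1A, and changed by 0.33 on the log2 scale in T-HESC (SE 0.37, edgeR adjusted p = 0.993), a direction that changed with the library left out, the range being -0.20 to 0.53. CYB5D2 (ENSG00000167740), 4.81% of whose exon length overlaps ANKFY1 on the other strand, rose from 15.6 ± 1.12 to 21.9 ± 1.49 CPM in HEC-1A (log2 fold change 0.48, SE 0.12, edgeR adjusted p = 0.0215), below the fold limit, so that it was called only where that limit was dropped. In T-HESC its log2 fold change was 0.03 (SE 0.248, adjusted p = 0.993), and the effects in the lines differed by -0.44 (SE 0.257, edgeR adjusted p = 0.901).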

Throughout our experiments, AG-205 had, in general, no effect on the expression of *PGRMC1* or any other MAPR, although a marginal increase in *PGRMC1* expression was occasionally measured. Moreover, 15 µM AG-205 did not allow detection of increased PGRMC1 nuclear localization, unlike previously reported in human ovarian cells with 50 µM AG-205 [9].

In both tested cells lines—T-HESC cells from fibroblastic origin and HEC-1A from epithelial origin—the most striking effect of AG-205 highlighted by our transcriptomic analyses was increased mRNA concentration of several enzymes involved in cholesterol biosynthesis, the sterol-sensitive regulator *INSIG1* and specific enzymes involved in steroidogenesis. 

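HSD17B14 (ENSG00000087076, chromosome 19 of GRCh38 from 48813018 to 48836510) had 4.11 ± 0.366 CPM (SD, n = 3) with AG-205 and 1.52 ± 0.35 CPM with DMSO in HEC-1A, from 11 to 53 counts per library, and a log2 fold change of 1.43 (SE 0.246, adjusted p = 0.00276 from edgeR's quasi-likelihood test). In T-HESC it had 26.3 ± 2.91 and 5.35 ± 0.915 CPM, a log2 fold change of 2.29 (SE 0.248, edgeR adjusted p = 0.0336). The difference between the lines was 0.88 (SE 0.317, edgeR adjusted p = 0.612). Leaving out single libraries gave 1.27 to 1.58 in HEC-1A and 2.22 to 2.44 in T-HESC, where the call was lost without AG-205 replicate 3 (edgeR adjusted p = 0.06), without AG-205 replicate 2 (0.159) and without DMSO replicates 1, 2 and 3 (0.417, 0.371 and 0.317).
AKR1C1 (ENSG00000187134, chromosome 10 from 4963253 to 4983283) had 216 ± 44.3 CPM with AG-205 and 163 ± 12.8 CPM with DMSO in HEC-1A, a log2 fold change of 0.40 (SE 0.132, edgeR adjusted p = 0.068). In T-HESC the AG-205 libraries held 19.3, 70.9 and 6.22 CPM and the DMSO libraries 1.39, 2.95 and 24.8 CPM. The groups thus overlapped in this comparison, which takes no pairs of cultures. AG-205 replicates 1, 2 and 3 correlated most, in deviations from group means, with DMSO replicates 2, 3 and 1 (0.44, 0.69 and 0.18). If these shared experiments, which the labels do not say, AKR1C1 was higher with AG-205 in each pair. No test used these pairs, which were seen only in the data. By replicate number, AKR1C1 was higher with AG-205 in replicates 1 and 2 and lower in replicate 3. Without pairs, the log2 fold change was 1.74 (SE 1.14, edgeR adjusted p = 0.993). It fell to 0.35 without AG-205 replicate 2 and rose to 3.89 without DMSO replicate 3, and the effects in the lines differed by 1.36 (SE 1.24, edgeR adjusted p = 0.955). The call in T-HESC was made without the filter on low counts (edgeR adjusted p = 0.00378) and with library quality weights, chosen after seeing the data (adjusted p = 0.0352), while over all settings run the adjusted p ranged from 0.00378 to 1. Its paralog AKR1C2 had log2 fold changes of -0.11 in HEC-1A and 1.56 in T-HESC, neither past the threshold, and AKR1C3 (-0.21 in HEC-1A) had 1 to 4 counts per library in T-HESC and was not tested. Reads could be shared between these paralogs.

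**Figure D4:**
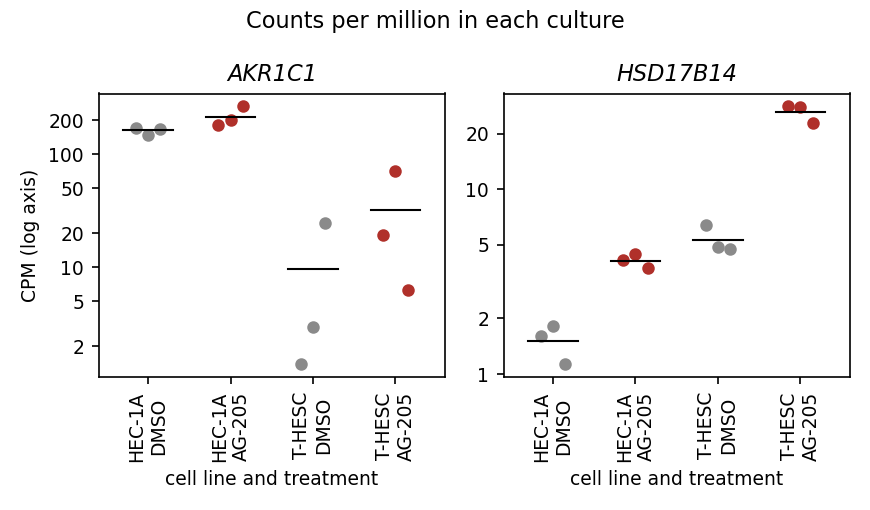
CPM on a log axis of AKR1C1 and HSD17B14 in each library (points) with the mean of the 3 libraries of a group (line), for DMSO (grey) and AG-205 (red) in HEC-1A and T-HESC. The T-HESC groups overlap for AKR1C1, from 6.22 to 70.9 CPM with AG-205 and from 1.39 to 24.8 CPM with DMSO, and are apart for HSD17B14.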

Our results are in global agreement with the reported effects of AG-205 in the culture of primary stromal cells induced to decidualize in response to combined estradiol and progesterone [14]. However, these effects were produced in the absence of progesterone, suggesting that they are not relevant to decidualization, and, most importantly, they were not mimicked by siRNA-mediated down-regulation of *PGRMC1* or any other related MAPR (*PGRMC2*, *NENF* or *CYB5D2*). Most strikingly, the upregulation of three illustrative genes in response to AG-205 addition was fully preserved when cells were concomitantly transfected by siRNA against *PGRMC1* or all four MAPRs. We thus show for the first time that changes in expression of this set of genes in endometrial cells in response to AG-205 addition are not mediated and do not depend on PGRMC1 or any other MAPR.

However, our study does not rule out that AG-205 could (in)directly interfere with molecular mechanisms involving PGRMC1 to explain previous publications. For instance, AG-205 was recently shown to influence PGRMC1 interactions with the actin cytoskeleton in MIA PaCa-2 cells [32]. Moreover, in some studies, the downregulation of *PGRMC1* expression generated effects similar to those induced by AG-205 addition. For instance, EGFR is known to form complexes with PGRMC1, in a PGRMC1 dimer-dependent manner [8,33] and both experimental strategies (siRNA and AG-205) led to reduced EGFR levels in breast cancer cells [8]. Unfortunately, additional and more specific approaches were not used in all publications reporting effects of AG-205, and their conclusions about PGRMC1 involvement should therefore be considered with great caution. This is, for instance, illustrated with another study focusing on a link between PGRMC1, EGFR and estradiol [11]. The addition of AG-205 blocked the inhibitory effect of estradiol on zebrafish oocyte maturation, but the contribution of PGRMC1 to this mechanism and whether AG-205 did not modify estradiol concentration by modulating expression of metabolic enzymes remain to be confirmed. This would be extremely instructive since a link between PGRMC1, estradiol/estradiol receptor and breast cancer progression was evidenced in other reports that relied on downregulation [34] or overexpression [29] of PGRMC1, and are therefore not challenged by our study.

These and other examples clearly highlight that, although additional work is required to address its actual mechanisms of action, AG-205 should no longer be referred to, and commercialized as a specific inhibitor/ligand of PGRMC1, and studies based on the use of AG-205 should be replicated with an alternative approach specifically targeting PGRMC1, even when PGRMC1 downregulation is not considered an appropriate choice. For instance, progesterone is known to inhibit GnRH neurons and this effect was abolished by the concomitant addition of AG-205, but not by mifepristone, a progesterone antagonist acting on the canonical nuclear progesterone receptor [35]. The authors concluded that progesterone was therefore acting through PGRMC1 as an alternative progesterone receptor. Unfortunately, experiments with siRNA were disregarded because of heterogeneity in the GnRH neuron population. Potential changes in progesterone concentration were not monitored after AG-205 addition, and the precise contribution of PGRMC1 remains unclear.

Despite its lack of specificity towards PGRMC1, AG-205 may remain attractive for its anti-mitotic, anti-migratory and anti-invasive activities [10] which stimulated hopes of therapeutic applications, as illustrated by the patent targeting breast cancer [13]. However, our data clearly highlight potential detrimental endometrial side-effects, by indicating that its use could modulate endometrial concentration of estradiol and progesterone through local metabolism/intracrinology [36]. Endometrial pathologies result from a hormonal imbalance between estradiol and progesterone. For instance, endometriosis is characterized by localisation of endometrial tissue at ectopic sites outside the uterus. Progesterone and synthetic progestins are efficiently used to inhibit estrogen-dependent progression of the lesions. Unfortunately, in one-third of the patients, progestogens fail to limit the expansion of the lesion [37,38]. A decrease in expression of the nuclear progesterone receptors in stromal ectopic cells was established [39], but not systematically observed [40] and, therefore, is not sufficient to explain progesterone resistance. The contribution of mPRs and MAPRs is currently investigated. However, our results suggest that therapeutic administration of AG-205 to women (for instance against breast cancer) could lead to increased estradiol concentration and/or decreased progesterone concentration, thereby favoring endometriosis development and progression, and increasing the risk of endometrial hyperplasia and cancer development.

In conclusion, although AG-205 may seem attractive for the development of new therapeutic strategies due to its various effects, in particular against cancer progression, it should no longer be considered as a PGRMC1 inhibitor and its precise mechanisms of action and potential detrimental side-effects in medical use should be carefully investigated and documented in the future.

## Figures and Tables

**Figure 1:**
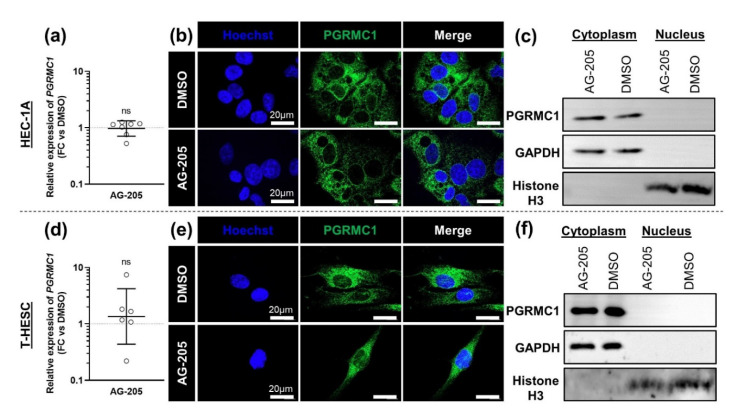
AG-205 does not modify expression of PGRMC1. Relative expression, immunolocalization and immunoblotting of PGRMC1 in HEC-1A (**a**–**c**) and T-HESC (**d**–**f**) cell lines treated with 15 µM AG-205 or control DMSO during 32 h. (**a**,**d**) Relative expression of *PGRMC1* was measured by RT-qPCR, normalized, compared to corresponding DMSO controls and is presented as individual fold changes (FC) in log scale and as geometric mean with geometric SD (*n* = 6–7). Statistical test: Wilcoxon paired test, not significant (ns). (**b**,**e**) The localization of PGRMC1 protein (in green) was assessed by immunocytofluorescence and nuclei were stained in blue (*n* = 10–12). (**c**,**f**) For both culture conditions (AG-205 and DMSO), PGRMC1 (24 kDa) was immunoblotted in equal amounts of cytoplasmic biomaterial and in equal amounts of nuclear biomaterial (*n* = 3). Immunoblotted histone H3 (17 kDa) and GAPDH (36 kDa) were used as loading controls for the nuclear and cytoplasmic fractions, respectively.

**Figure 2:**
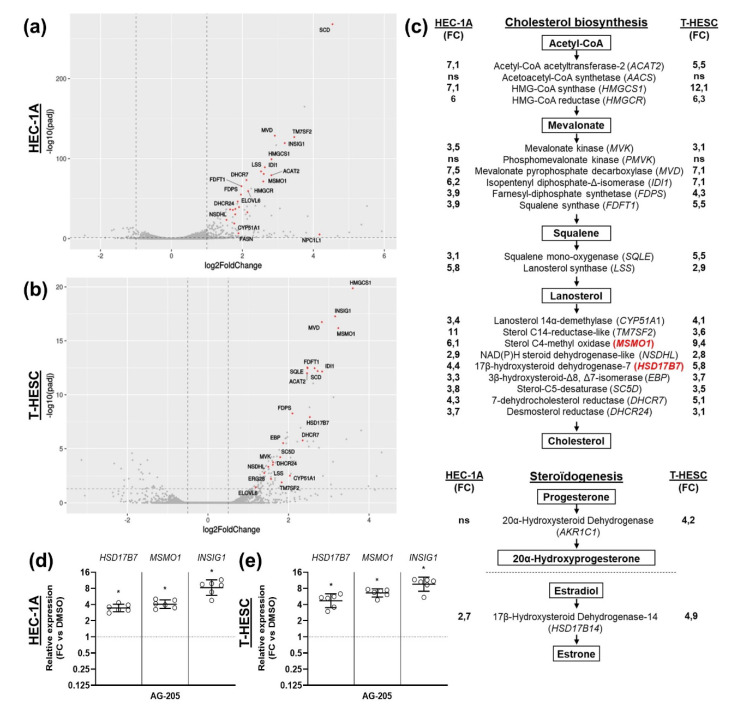
AG-205 increases RNA concentration of enzymes involved in sterol biosynthesis. RNA sequencing was used to compare transcriptomes of HEC-1A (**a**,**c**) or T-HESC cells (**b**,**c**) incubated for 32 h with 15µM AG-205 or control DMSO. (**a**,**b**) Volcano plots for HEC-1A (**a**) and T-HESC (**b**) cells were generated with Over Representation Analysis (ORA). Genes from the first GO term (GO:0016126) differentially expressed upon AG-205 addition (adjusted *p* value < 0.05 and a |log2 fold change| > 1) are represented by red dots. Only Top30 genes are labelled. (**c**) Synthetic representation of enzymes involved in cholesterol biosynthesis and steroidogenesis. Significant expression increases measured upon AG-205 addition by comparison with corresponding DMSO control are indicated as fold changes (FC) at left for HEC-1A and at right for T-HESC cells. (**d**,**e**) Relative expression of *HSD17B7*, *MSMO1* and *INSIG1* was measured by RT-qPCR in other cell samples, normalized, compared to corresponding control DMSO values, and is presented as individual fold changes (FC) in log2 scale and as geometric means with geometric SD (*n* = 6). Statistical test: Wilcoxon paired test, not significant (ns), * *p* < 0.05.

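Besides the enzymes and INSIG1, the labelled genes of Figure 2a,b include SCD, FASN, ELOVL6, ERG28 and NPC1L1. SCD (ENSG00000099194, chromosome 10 of GRCh38 from 100347233 to 100364826), which has the named pseudogene SCDP1, rose from 59.9 ± 6.02 to 1422.5 ± 222 CPM (SD, n = 3) in HEC-1A, a log2 fold change of 4.57 (SE 0.143, adjusted p = 2.23e-09 from edgeR's quasi-likelihood test). In T-HESC its log2 fold change was 2.82 (SE 0.367, edgeR adjusted p = 0.0586). The threshold was passed there in 7 of 18 other settings, among them with DESeq2 (adjusted p = 5.17e-11), without the filter on low counts (3.51e-10) and without AG-205 replicate 1 (0.00113), within a range of 5.17e-11 to 0.578 over all settings run. The effects in the lines differed by -1.73 (SE 0.392, edgeR adjusted p = 0.177). In HEC-1A, FASN, ELOVL6 and ERG28 had log2 fold changes of 1.97, 2.19 and 1.83 (edgeR adjusted p = 4.46e-05, 2.34e-08 and 1.49e-07). The FASN call was lost when all 12 libraries were fitted together (adjusted p = 0.138, the highest of its settings, the lowest being 1.53e-78). In T-HESC their log2 fold changes of 1.92, 1.34 and 1.41 did not pass (edgeR adjusted p = 0.596, 0.67 and 0.0963). Of the 18 other settings, ERG28 passed in 6, among them with DESeq2 (adjusted p = 2.79e-05), FASN in 3, among them without the filter on low counts (edgeR adjusted p = 9.30e-05), and ELOVL6 in 2, without that filter (0.00897) and with library quality weights, chosen after seeing the data (0.00828). Over all settings the adjusted p ranged from 2.79e-05 to 0.811 for ERG28, from 9.30e-05 to 1 for FASN and from 0.00828 to 1 for ELOVL6. NPC1L1 (ENSG00000015520) had 3.52 ± 0.611 CPM with AG-205 in HEC-1A and was at the floor with DMSO (0.192 CPM), so that it was at least 12.2-fold higher. In T-HESC both groups were at the floor.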

**Figure 3:**
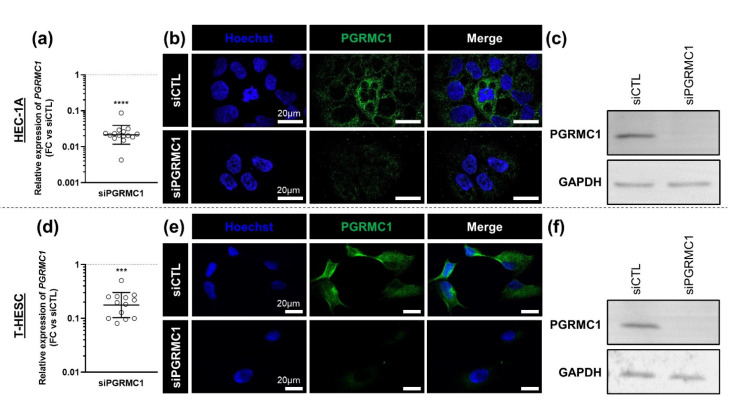
siRNA-PGRMC1 decreases expression of PGRMC1. Relative expression, immunolocalization and immunoblotting of PGRMC1 in HEC-1A (**a**–**c**) and T-HESC (**d**–**f**) cell lines treated with 10 nM of siRNA-PGRMC1 s21310 (siPGRMC1) or control siRNA-CTL (siCTL) during 80 h. (**a**,**d**) Relative expression of *PGRMC1* was measured by RT-qPCR, normalized, compared to corresponding siCTL values and is presented as individual fold changes (FC) in log scale and as geometric means with geometric SD (*n* = 13–15). Statistical test: Wilcoxon paired test, not significant (ns), *** *p <* 0.001, **** *p <* 0.0001. (**b**,**e**) Immunocytofluorescence of PGRMC1 protein (in green) and nuclear staining (Hoechst, in blue) (*n* = 4). (**c**,**f**) Immunoblot of PGRMC1 (24 kDa). GAPDH (36 kDa) was used as loading control (*n* = 3).

**Figure 4:**
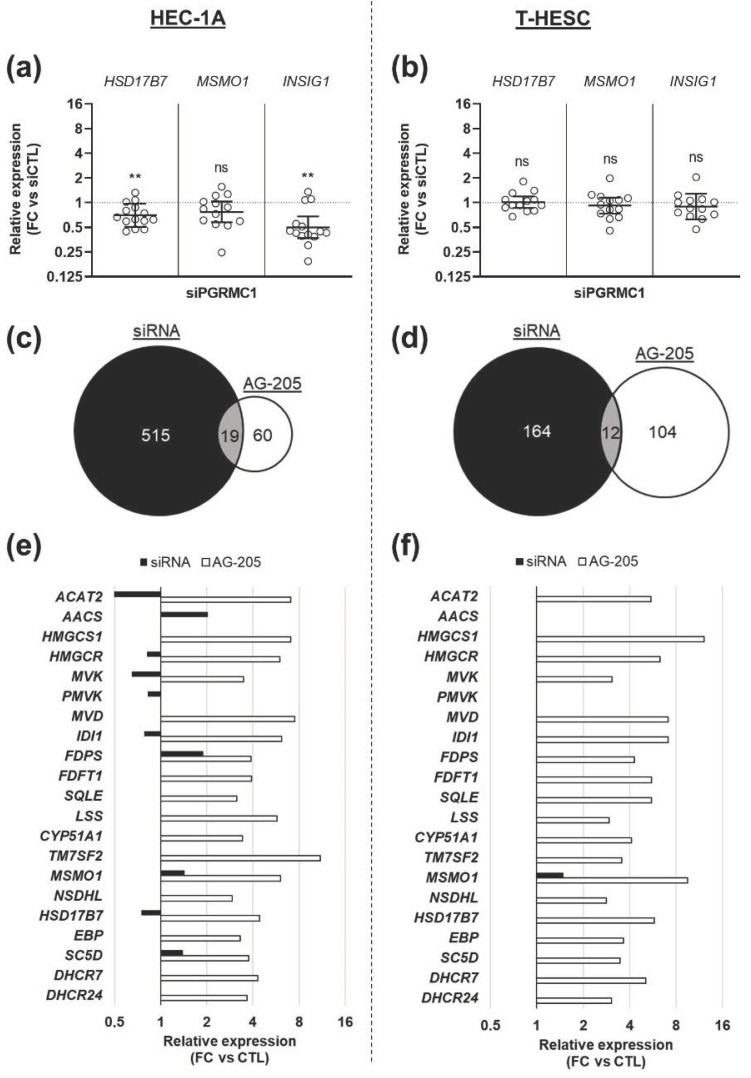
siRNA-mediated down-regulation of PGRMC1 expression does not mimic the effect of AG-205. HEC-1A (**a**,**c**,**e**) or T-HESC (**b**,**d**,**f**) cells were incubated for 80 h with 10 nM siRNA-PGRMC1 s21310 (siPGRMC1) or control siRNA-CTL (siCTL). (**a**,**b**) Relative expression of *HSD17B7*, *MSMO1* and *INSIG1* was measured by RT-qPCR (*n* = 13–14), normalized, compared to corresponding siCTL values and is presented as individual fold changes (FC) in log2 scale and as geometric means with geometric SD. Statistical test: Wilcoxon paired test, not significant (ns), ** *p* < 0.01. (**c**,**d**) Transcriptomes of siPGRMC1 and siCTL-transfected cells were established by RNA sequencing (*n* = 3) and analyzed by over-representation analysis (ORA). Results were compared with those previously obtained with AG-205 addition. Figures present the number of GO terms differentially expressed upon siPGRMC1 transfection (in black), AG-205 addition (in white) and in common (in grey). (**e**,**f**) The effect of siPGRMC1 (in black) on expression of genes represented in Figure 2c is compared to the effect of AG-205 (in white), with values retrieved from Figure 2c for direct visual comparison. Expression variations measured by comparison with corresponding control (siCTL or DMSO) are indicated as fold changes (FC).

**Figure 5:**
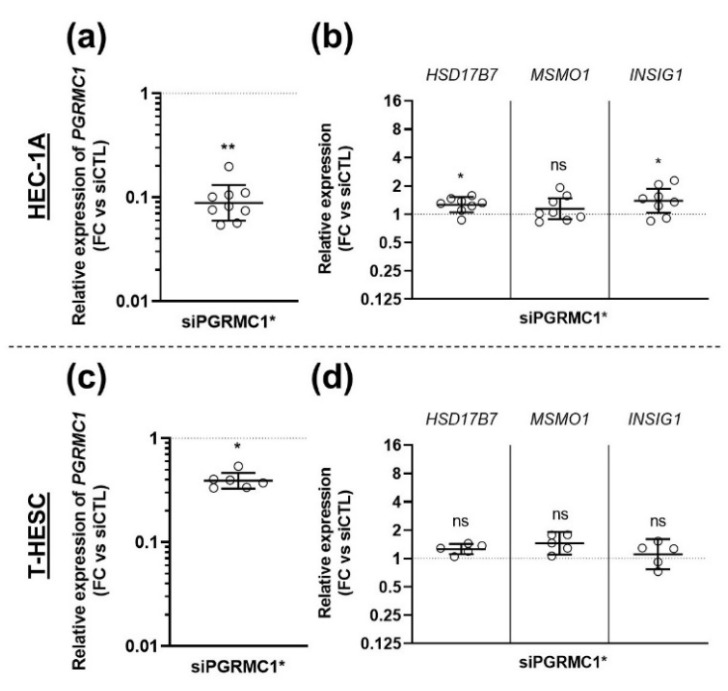
Down-regulation of *PGRMC1* expression by another siRNA does not mimic the effect of AG-205 on target genes. HEC-1A (**a**,**b**) and T-HESC (**c**,**d**) cells were incubated with 10 nM siRNA-PGRMC1 18,248 (siPGRMC1*) or control siRNA-CTL (siCTL) during 72 h. Relative expression of *PGRMC1* (**a**,**c**), *HSD17B7, MSMO1* and *INSIG1* (**b**,**d**) was measured by RT-qPCR, normalized, compared to siCTL values and is presented as individual fold changes (FC) in log or log2 scale and as geometric means with geometric SD (*n* = 5–8). Statistical test: Wilcoxon paired test, not significant (ns), * *p* < 0.05, ** *p* < 0.01.

**Figure 6:**
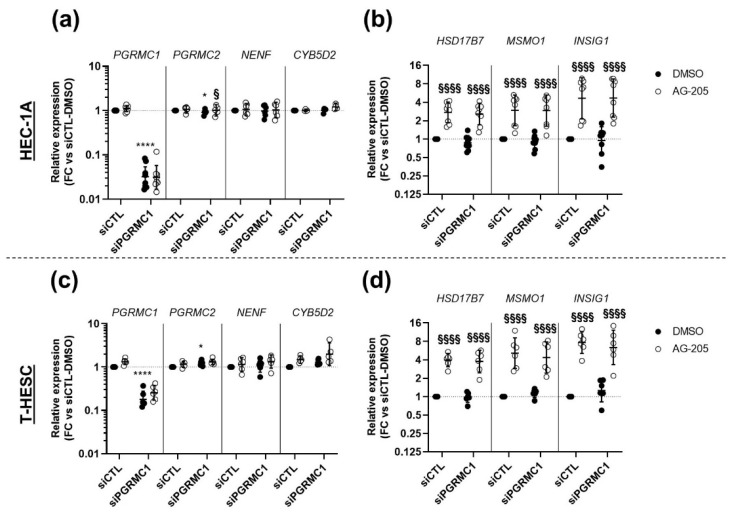
Effect of AG-205 on expression of selected target genes is not modified upon combined siRNA-mediated down-regulation of *PGRMC1*. HEC-1A (**a**,**b**) or T-HESC cells (**c**,**d**) were transfected with 10nM siRNA-PGRMC1 s21310 (siPGRMC1) or control siRNA-CTL (siCTL) during 48 h and then further incubated for 32 h with 15 µM AG-205 or DMSO. Relative expression of *PGRMC1, PGRMC2, NENF* and *CYB5D2* (**a**,**c**) and *HSD17B7, MSMO1* and *INSIG1* (**b**,**d**) was measured by RT-qPCR (*n* = 6–8), normalized, compared to dual control values (siCTL with DMSO) and is presented as individual fold changes (FC) in log or log2 scale and as geometric means with geometric SD. Statistical test: Anova-two ways with post-hoc Tukey. Statistically significant differences resulting from siPGRMC1 transfection or AG205 addition are indicated by * or §, respectively: */§ *p* < 0.05, ****/§§§§ *p* < 0.0001.

**Figure 7:**
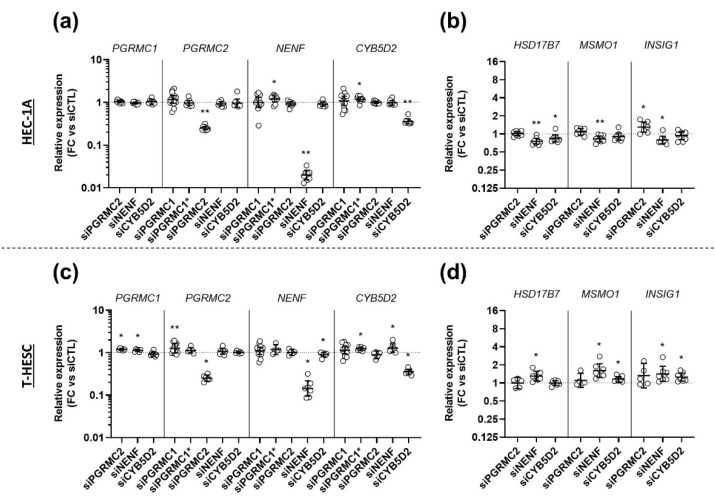
siRNA-mediated down-regulation of *PGRMC2, NENF* or *CYB5D2* expression does not mimic the effect of AG-205 on target genes. HEC-1A (**a**,**b**) and T-HESC (**c**,**d**) cells were incubated with 10 nM siRNA-PGRMC1 s21310 (siPGRMC1), siRNA-PGRMC1 18,248 (siPGRMC1*), siRNA-PGRMC2 (siPGRMC2), siRNA-NENF (siNENF), siRNA-CYB5D2 (siCYB5D2) or control siRNA-CTL (siCTL) during 72 h (*n* = 4–8). Relative expression of *PGRMC1, PGRMC2, NENF* and *CYB5D2* (**a**,**c**) and *HSD17B7, MSMO1* and *INSIG1* (**b**,**d**) was measured by RT-qPCR, normalized, compared to siRNA-CTL values and is presented as individual fold changes (FC) in log or log2 scale and as geometric means with geometric SD. Statistical test: Wilcoxon paired test, * *p* < 0.05, ** *p* < 0.01. Only differences statistically significant by comparison with the control condition (siCTL) are indicated.

**Figure 8:**
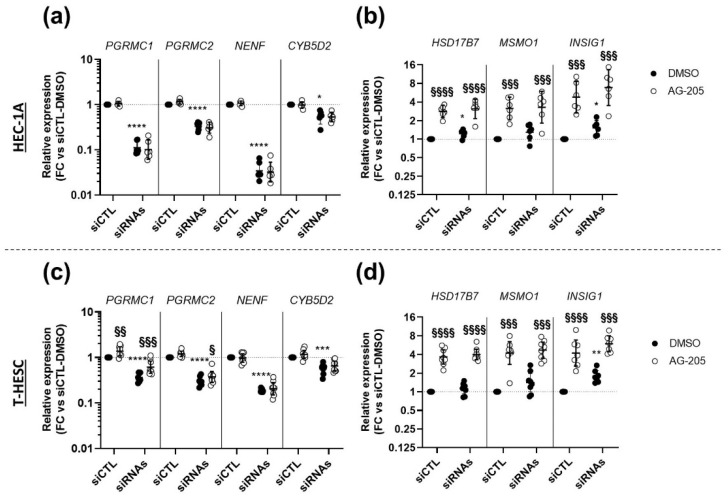
Effect of AG-205 on expression of selected target genes is not modified upon combined siRNA-mediated down-regulation of *PGRMC1, PGRMC2, NENF* and *CYB5D2* expression. HEC-1A (**a**,**b**) or T-HESC cells (**c**,**d**) were transfected with a combination of 2 nM siRNA-PGRMC1 s21310, 2 nM siRNA-PGRMC1 18248, 2 nM siRNA-PGRMC2, 2 nM siRNA-NENF and 2 nM siRNA-CYB5D2 (siRNAs) or 6 pmol control siRNA-CTL (siCTL) during 48 h. They were then further incubated for 32 h with 15 µM AG-205 or DMSO. Relative expression of *PGRMC1*, *PGRMC2*, *NENF* and *CYB5D2* (**a**,**c**) and *HSD17B7, MSMO1* and *INSIG1* (**b**,**d**) was measured by RT-qPCR (*n* = 6–8), normalized, compared to dual control values (siCTL with DMSO) and is presented as individual fold changes (FC) in log or log2 scale and as geometric means with geometric SD. Statistical test: Anova-two ways with post-hoc Tukey. Statistically significant differences resulting from siPGRMC1 transfection or AG205 addition are indicated by * or §, respectively: */§ *p* < 0.05, **/§§ *p* < 0.01, ***/§§§ *p* < 0.001, ****/§§§§ *p* < 0.0001.

## Data Availability

RNA sequencing data of cells cultured with AG-205 are stored in NCBI under GEO accession number GSE174305. RNA sequencing of cells cultured with the siRNA-PGRMC1 (s21310) was only used for the purpose of comparison and will be commented in detail in another publication. The transcriptomes of siRNA-transfected cells are only available from the corresponding author on reasonable request. The Supplementary Materials are available online in FigShare at https://figshare.com/s/256ad96e895af6eaab9c, accessed on 26 May 2021 [41].

## Supplementary Materials

The following are available online at https://figshare.com/s/256ad96e895af6eaab9c [41], Table S1: siRNAs used for siRNA-mediated down-regulation, Table S2: Sequences of primers for specific amplification by quantitative real-time PCR, Table S3: Top5 GO terms identified by over-representation analysis (ORA) in HEC-1A and T-HESC cells cultured in the presence or absence (DMSO) of AG-205. Terms are sorted by adjusted *p* value (padj), Table S4: Top50 genes differentially expressed upon AG-205 addition in HEC-1A and T-HESC cells. Genes are sorted by adjusted *p* value (padj), Table S5: Top5 GO terms identified by over-representation analysis (ORA) in HEC-1A and T-HESC cells transfected with siPGRMC1 or siCTL. Terms are sorted by adjusted *p* value (padj), Table S6: Common GO terms identified by over-representation analysis (ORA) in transcriptomes of HEC-1A cells upon siPGRMC1 transfection or AG-205 addition, Table S7: Common GO terms identified by over-representation analysis (ORA) in transcriptomes of T-HESC cells upon siPGRMC1 transfection or AG-205 addition, Figure S1: Chemical structure of AG-205, Figure S2: Impact of AG-205 on cell viability, Figure S3: Ancestor chart of top5 GO terms identified by over-representation analysis (ORA) in HEC-1A and T-HESC cells cultured in the presence or absence (DMSO) of AG-205.

How the deposited data were processed for this re-analysis (not part of the article)

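RNA sequencing counts were analysed for 12 libraries: HEC-1A and T-HESC cells cultured for 32 h with 15 µM AG-205 or with DMSO, with 3 libraries in each of the 4 groups. The paper states that the RNA came from 3 independent cell culture experiments, and does not say which AG-205 and DMSO libraries share an experiment. The authors deposited the number of reads counted per gene, without normalization. They selected polyA RNA, sequenced it in pairs of reads, trimmed the reads with Trimmomatic, aligned them to GRCh38 with HISAT2 and counted them with featureCounts on an Ensembl annotation. The values are whole numbers, and the file holds 58735 genes, of which 23756 have no count in any library and 528 have no symbol in the table of gene names. Pairs of libraries of a group differed by 1.88 to 233 per degree of freedom in a chi-square over genes, in 12 pairs, so that none was a copy of another. The strandedness of the counting, the handling of pairs and that of reads that match several places are not named in the paper's text, so counts of genes that overlap on opposite strands or have paralogs or pseudogenes carry that uncertainty.

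Total counts per library ranged from 7168542 to 15178276. At this depth a gene with at most 3 counts in every library of a group was treated as at the floor: no fold was given where both groups were there, and a lower bound where 1 group was. Standard deviations are over the 3 libraries of a group. With 3 libraries against 3, an exact permutation test of a single gene cannot give a p under 0.1, so single genes were tested with models fitted across genes.

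Each cell line was analysed with edgeR 4.0.16 in R 4.3.3: TMM normalization, the filterByExpr filter, the quasi-likelihood test of AG-205 against DMSO, and Benjamini-Hochberg adjustment over all genes tested (14122 in HEC-1A and 13753 in T-HESC). Genes were called at an adjusted p under 0.05 and a log2 fold change above 1 or below -1, the thresholds of Figure 2. The SE of a log2 fold change was derived from the quasi-likelihood F value. The difference of the effects between the lines (T-HESC minus HEC-1A) was tested over 16132 genes in a fit of all 12 libraries. That fit takes a common spread per gene for both lines, although the biological coefficient of variation was 10.1% in HEC-1A and 33.6% in T-HESC. It thus tends to understate the spread in T-HESC and to overstate that in HEC-1A, and its SE and calls carry this limit. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and with fry: the enzymes of cholesterol biosynthesis of Figure 2c, fatty acid synthesis, sterol uptake and regulation, lysosomal genes, the integrated stress response, proliferation, NRF2 targets and LXR targets. Gene positions, overlaps and pseudogenes came from GENCODE 44, not from the Ensembl annotation on which the paper counted, so they may differ for some genes. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15. The whole procedure was tested on simulated data with known changes, drawn as independent libraries with edgeR's spread per gene.

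The genes to name were fixed by a rule: every gene the paper names or draws for this experiment, the genes of the lists above, the regulators SREBF1, SREBF2, SCAP, INSIG2 and EGFR, the enzymes of sex steroid metabolism, and the 5 genes with the smallest adjusted p in each direction among those past the threshold in each line and in the test of the difference, with the 3 libraries of each group apart. Results for some of these genes are not reported. Genes named outside this rule were chosen after their values were seen.

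Before the data were examined, 10 alternatives to the settings above were chosen: DESeq2 1.42.0, whose earlier version the paper names, RLE size factors, upper-quartile scaling, no filter on low counts, a mean of at least 1 CPM, replicate number as a block, an adjusted p under 0.01, no fold limit, a fit of all 12 libraries together and leaving out single libraries. After seeing the data, 3 more were added: DESeq2 with the replicate block, a correction of each library for GC content and gene length (mgcv 1.9.3), and library quality weights (limma). The gene ontology analysis, Table S3 and Table S4 were not used here, and the libraries of siRNA-transfected cells that the paper uses for comparison were not analysed here.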

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

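All tests of technical explanations below, apart from the alternative settings and the splits of the libraries, were chosen only after the results they concern had been seen. Adjusted p values of genes are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and those of lists from camera unless fry is named.

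Outside the genes that the paper names, 338 genes were higher and 29 were lower with AG-205 in HEC-1A. Among the genes with the smallest adjusted p, ACSS2 was higher (log2 fold change 3.77, SE 0.126, adjusted p = 3.24e-09, with all AG-205 libraries above all DMSO libraries). ACTL8 (-1.66), AJAP1 (-1.22), ARHGAP6 (-1.16), DDC (-1.13) and VSIR (-1.33) were lower, with adjusted p from 1.14e-05 to 4.44e-05 and the groups apart. DDC and VSIR were no longer called when all 12 libraries were fitted together (adjusted p = 0.0633 and 0.13, over settings from 1.85e-20 to 0.0633 and from 5.44e-23 to 0.13). A difference in total counts was argued against as the whole cause, since 257 of the 338 higher and 23 of the 29 lower genes still passed with every library thinned to 7168542 counts. With the correction for GC content and gene length, 291 and 27 of them passed, which argues against that trend as the whole cause. Only 1 of the 10 splits of the 6 HEC-1A libraries, the real one, gave as many genes, and the other 9 gave 0, with 50 to 1449 genes at an unadjusted p under 0.05. As 10 splits cannot give a share under 0.1, this share decides nothing. Leaving out AG-205 replicate 3 changed the count of all lower genes from 29 to 46. An effect of AG-205 stays open as a hypothesis.

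In HEC-1A, gene lists that the paper does not report on moved with AG-205. The median log2 fold change was 1.30 for fatty acid synthesis (9 of 10 genes higher, adjusted p = 2.94e-45), 2.15 for sterol uptake and regulation (6 of 6, 4.20e-56), 0.21 for lysosomal genes (13 of 15, 0.00104), 0.10 for the integrated stress response (7 of 10, 0.0365) and -0.32 for proliferation (0 of 10 higher, 9.78e-05). Of these genes the study itself names 3 in the fatty acid list (SCD, FASN and ELOVL6) and 1 in the list of sterol uptake and regulation (INSIG1). The 5 calls hold under fry (adjusted p from 1.94e-04 to 0.00912), but that of the integrated stress response does not in the fit of all 12 libraries (fry adjusted p = 0.345, the highest of its settings, the lowest being 0.00627). The integrated stress response is the least settled: its adjusted p was 0.071 without AG-205 replicate 2 (median 0.04) and 0.0771 without DMSO replicate 2 (over all settings from 0.00612 to 0.265). With the GC and length correction its median was 0.0133 (camera adjusted p = 0.119, fry adjusted p = 0.0369), so that trend is a candidate explanation. The median of all genes tested moved as well, from 0.006 to -0.043, so part of the fall was not specific to this list. For the others the corrected medians were 1.24, 2.10, 0.20 and -0.36 in the order given, which argues against the trend as the whole cause. Lysosomal genes without NPC1 and NPC2, the sterol transporters of the list, had a median of 0.18, higher than 99.84% of 10000 random lists of genes of similar expression (one-sided permutation p = 0.0017). NPC1 and NPC2 alone thus do not account for the median of the list. That p comes from drawing genes as if independent, and does not measure the spread between cultures. Only the real split among 10 gave as many lists past the threshold in HEC-1A, 5, and the others gave 1 to 4, but with a share that cannot go under 0.1 this count decides nothing. An effect of AG-205 on the remaining lists stays open.

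In T-HESC, sterol uptake and regulation had a median log2 fold change of 2.00 (6 of 6 genes higher, adjusted p = 5.57e-26) and lysosomal genes of 0.47 (15 of 15, 2.58e-09). Both calls pass under fry (adjusted p = 0.00559 and 0.0077), but that of the lysosomal genes does not without AG-205 replicate 3 (fry adjusted p = 0.0616, over all settings from 9.89e-05 to 0.0857). With the GC and length correction the medians were 1.97 and 0.65, so the trend was not their whole cause. Without NPC1 and NPC2 the lysosomal median was 0.46, higher than 99.96% of 10000 such random lists (one-sided permutation p = 0.0005). This p comes from drawing genes as if independent, and does not measure the spread between cultures. However, 4 of the 10 splits of the T-HESC libraries gave as many lists past the threshold, so for the number of lists in T-HESC a chance split and AG-205 cannot be told apart.

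The test of the difference takes a common spread per gene for both lines, although the T-HESC libraries varied more, so its calls are uncertain. It called 28 genes, with a higher log2 fold change in HEC-1A for 21 and in T-HESC for 7. Of the former, the smallest p values were those of GAS6-AS1 (difference -7.15, adjusted p = 0.00546), IL21R (-5.79, 0.00546), PRR15 (-2.73, 0.00546), CDKN1A (-3.23, 0.00546) and GAS6 (-3.71, 0.0109). GAS6-AS1 and IL21R were at the floor in HEC-1A with DMSO, where AG-205 raised them at least 13.5-fold and at least 18.1-fold, so their fitted differences depend on the prior count and are no bounds. GAS6-AS1 and GAS6 overlap on opposite strands over 421 bases and may share reads. Of the latter, SCIN (1.76, 0.0115), TFPI2 (1.85, 0.0298), SOX9 (2.82, 0.0298) and BICC1 (1.30, 0.0351) were among those with the smallest p. SOX9 was at the floor in T-HESC with DMSO and at least 5.43-fold higher with AG-205. GAS6 was not called without DMSO replicate 3 of HEC-1A (adjusted p = 0.0585, over all settings from 3.44e-11 to 0.158). SCIN was not called without AG-205 replicate 1 (0.0575) or 2 (0.0541) or DMSO replicate 1 (0.0552) or 3 (0.0585) of HEC-1A (over all settings from 1.99e-12 to 0.19). Among the 12 fits that each left out a library, TFPI2 kept its call only without AG-205 replicate 1 or 3 or DMSO replicate 2 or 3 of T-HESC (otherwise adjusted p from 0.054 to 0.124), SOX9 only without AG-205 replicate 2 of HEC-1A or AG-205 replicate 1 or 3 of T-HESC (otherwise from 0.0586 to 0.151), and BICC1 only without AG-205 replicate 1 or 3 of T-HESC (otherwise from 0.0611 to 0.153). The numbers of genes with a higher effect in HEC-1A and in T-HESC were 4 and 0 without DMSO replicate 3 of HEC-1A, 41 and 39 without AG-205 replicate 1 of T-HESC and 44 and 15 without AG-205 replicate 3 of T-HESC, and the other 9 fits gave 5 to 11 and 0 to 3.

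Expression in 1 line only was argued against as the whole cause of these 28 differences, since 8 of them had a mean under 1 CPM in the line with the smaller effect. With the GC and length correction 26 of the 28 passed, which argues against that trend. As many genes came from 3 of 100 splits, the real one included, and the others of these gave 78 and 242 genes, more than the real one. The splits were drawn so that some could keep the real groups of a line, or swap those of T-HESC. Such splits carry the effect of AG-205 itself, so the share decides nothing and chance is not excluded. With the replicate number as a block, 0 genes passed in each direction. Library size stays open as a candidate explanation: with all libraries thinned to 7168542 counts, 13 genes passed, all of them among the 28, although thinning also lowers the power of the test and the median size of the difference was 3.18 after thinning against 2.77 before. A difference between the cell lines in their response stays open as well and was not tested further.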

How the results depend on the processing

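The fits that leave out a library, and the alternatives listed with the processing, were set beforehand. DESeq2 with the replicate block, the GC and length correction and the quality weights were chosen after seeing the data. Unless a cause is given, the cause was not tested.

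In HEC-1A the number of genes higher stayed within 1.5 times 364 under RLE (359), upper-quartile scaling (377), a mean of 1 CPM (336), DESeq2 (279), no filter (497), the replicate block (335) and an adjusted p under 0.01 (256), as did that of genes lower, 29, with the block (28). Without a fold limit, by construction, 1038 were higher and 605 lower, and in the fit of all 12 libraries 135 and 6. That fit takes a common spread per gene for both lines, which tends to be too large for HEC-1A and too small for T-HESC. With DESeq2 and the block 226 were higher, and with the GC and length correction 47 lower. Quality weights gave 46 lower, and 482 higher. Leaving out single libraries gave 285 to 543 higher and 23 to 46 lower, and 19 enzymes each time. The fit of all 12 libraries called 18 enzymes. CYP51A1 lost its call there (edgeR adjusted p = 0.28, the highest of its settings, the lowest being 3.95e-49).

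In T-HESC, where 11 genes were higher and 0 lower, DESeq2 gave 99 and 15, no filter 145 and 36, the fit of all 12 libraries 133 and 27, DESeq2 with the block 69 and 9 (on simulated T-HESC counts DESeq2 made more false calls than edgeR, and 45 beside 166 of 200 changed genes with the block), the GC and length correction 19 and 1 and quality weights 230 and 103. Those simulated counts took edgeR's spread per gene and held no library set apart. An adjusted p under 0.01 gave 0 and 0 with 740 genes at an unadjusted p under 0.05. Leaving out single libraries gave 0 to 69 higher and 0 to 3 lower. The 9 enzymes became 19 with DESeq2, 19 without the filter, 18 with all 12 libraries, 18 with DESeq2 and the block, 19 with quality weights, 12 with the GC and length correction, 0 at an adjusted p under 0.01, and 0 to 18 without single libraries.

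Of the 11 genes higher in both lines, counts were 43 with DESeq2, 52 without the filter, 0 at an adjusted p under 0.01, 44 with all 12 libraries, 37 with DESeq2 and the block, 17 with the GC and length correction, 61 with quality weights and 0 to 39 without single libraries. Genes lower in both were 0 except for 1 without the filter and 2 with quality weights (0 to 0 without single libraries). The difference between the lines, 21 genes higher in HEC-1A and 7 in T-HESC, became 57 and 29 with DESeq2, 87 and 54 without the filter, 23 and 4 with upper-quartile scaling, 4 and 0 at an adjusted p under 0.01, 35 and 13 with DESeq2 and the block, 29 and 20 with the GC and length correction and 227 and 153 with quality weights. Without single libraries it was 4 to 44 and 0 to 39.

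The replicate numbers were tested for pairing. The deviations of AG-205 and DMSO libraries with the same number from their group means correlated by -0.08, 0.23 and 0.00 across genes in HEC-1A and by 0.22, -0.53 and -0.04 in T-HESC, so the numbers were not taken as pairs. Some libraries with different numbers correlated more in T-HESC, by 0.44 for AG-205 replicate 1 and DMSO replicate 2, 0.69 for 2 and 3 and 0.18 for 3 and 1 (0.12, 0.03 and 0.24 in HEC-1A). Cultures paired in another order are therefore not excluded, and the tests used here, which take no pairs, do not account for them. At 2 digits, 17 of 21 T-HESC folds of Figure 2c, read by eye, equalled those of edgeR with the number as a block. Without the block 3 did in edgeR and 4 in DESeq2, so the paper may have taken the numbers as pairs. With the number as a block, 9 genes were higher in T-HESC, 7 of them among the 11, 6 enzymes passed there, HSD17B7 and HSD17B14 did not pass (edgeR adjusted p = 0.051 for each, over all settings from 5.74e-10 to 0.458 and from 3.57e-11 to 0.417), 7 genes were higher in both lines and the difference between the lines gave 0 and 0 genes, with 779 at an unadjusted p under 0.05. The genes named for that difference had adjusted p from 0.0947 to 0.343 (edgeR). With fry and the block, the lysosomal genes in T-HESC (adjusted p = 0.0857), the integrated stress response (0.0614) and NRF2 targets (0.0502) in HEC-1A did not pass, and LXR targets in HEC-1A did (0.0335, over all settings from 0.0335 to 0.945). The block takes degrees of freedom from 6 libraries.

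Gene lists changed as follows (median log2 fold change, camera adjusted p). NRF2 targets in HEC-1A passed with DESeq2 (0.10, 0.0141), no filter (0.12, 0.0192), DESeq2 and the block (0.10, 0.0142) and quality weights (0.18, 0.0496), and in T-HESC with DESeq2 and the block (0.0534, 0.0166) and quality weights (0.82, 6.23e-06). The integrated stress response in HEC-1A did not pass at an adjusted p under 0.01 (0.10), in the fit of all 12 libraries (0.0903, 0.265) or with the GC and length correction (0.0133, 0.119), and in T-HESC with quality weights (0.21, 0.0582). Proliferation in T-HESC passed with DESeq2 and the block (0.0113, 0.047), and without DMSO replicate 1 (-0.10, 0.0272). Only the sign of its median, near 0, changed there, since camera's direction was lower in every setting. Medians without single libraries in HEC-1A ranged from 1.11 to 1.46 for fatty acid synthesis, 0.0406 to 0.116 for the integrated stress response, -0.12 to 0.02 for LXR targets, 0.18 to 0.25 for lysosomal genes, 0.10 to 0.19 for NRF2 targets, -0.37 to -0.29 for proliferation and 2.06 to 2.19 for sterol uptake. In T-HESC they ranged from 1.01 to 1.65, 0.12 to 0.73, -0.51 to -0.05, 0.42 to 0.54, -0.26 to 0.64, -0.13 to 0.14 and 1.77 to 2.14 in the same order.

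For single genes, 247 results under DESeq2 gave 24 stronger and 1 weaker. No filter gave 33 stronger, upper-quartile scaling 3 weaker, a mean of 1 CPM 3 weaker, the replicate block 15 weaker, no fold limit 21 stronger, an adjusted p under 0.01 17 weaker, the fit of all 12 libraries 27 stronger and 7 weaker, DESeq2 with the block 21 and 1, the GC and length correction 6 and 2, and quality weights 37 and 1. The 1542 results without single libraries gave 25 stronger and 94 weaker. No call reversed. A change of sign with an unadjusted p of at least 0.05 on both sides was counted as unchanged, and there were 0 to 25 of these per alternative and 87 without single libraries. The depth limits genes at the floor, for which only bounds were given.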

Differences from the paper's values

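No fold change of Figure 2c differed from the value found here by more than the limits set for a difference. The differences concern calls, and those in T-HESC only. Figure 2c shows 11 genes, among them ACAT2, CYP51A1, TM7SF2, NSDHL and AKR1C1, as significantly changed in T-HESC, whereas edgeR's quasi-likelihood test gave them adjusted p values from 0.0565 (ACAT2) to 0.993 (AKR1C1).

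With DESeq2, which the paper's methods name and which made more false calls than edgeR on simulated T-HESC counts, all of these but AKR1C1 passed, so that 20 of the 21 genes drawn as changed were called. Those counts were drawn with edgeR's spread and held no outlying library, so they do not decide which calls are right. Without the filter on low counts, the enzymes among them passed, and AKR1C1 as well (log2 fold change 1.74, edgeR adjusted p = 0.00378). In the fit of all 12 libraries, which takes a common spread per gene for both lines, 18 enzymes passed. DESeq2 with the replicate block, chosen after seeing the values, called all but TM7SF2 and AKR1C1. Library quality weights, also chosen after seeing the values, called 19 enzymes and AKR1C1 (adjusted p = 0.0352, over all settings from 0.00378 to 1), and the GC and length correction, chosen after seeing the values, called 12 enzymes. Leaving out AG-205 replicate 1, set before the data were examined, called 18. The fold of AKR1C1 in T-HESC is about 4.2 in Fig. 2c, read by eye, against 3.34 here, which is within the spread between the libraries.

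The folds of Fig. 2c, read by eye, equalled those found here at 2 digits for 5 of 20 genes in HEC-1A and 3 of 21 in T-HESC. With DESeq2 these counts were 16 and 4, with the replicate block 7 and 17, and with both, a setting chosen after seeing the values, 18 and 17. In T-HESC the folds drawn thus equalled those with the block far more often than those without it. This points to Figure 2c having taken libraries of the same number as pairs, which the paper's methods do not state. DESeq2 without the block may then not be the model behind its T-HESC calls.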

Other observations

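Most tests of explanations in this part were chosen only after the results they concern had been seen. The exceptions are the splits of the libraries and the fits that leave out a library. The criterion on size for reads from HEC-1A cells, the use of the gap between libraries for the NRF2 list and the choice of AKR1C3 among the paralogs of AKR1C1 were settled after their values were seen.

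AG-205 replicate 1 of T-HESC lay apart from the other T-HESC libraries, with a median distance of 0.611 in log2 CPM to them, where the others had at most 0.412. Its total of 12800067 was within the range of the others, which argues against library size. Without the 50 most abundant genes of each library the distance was 0.608, which argues against a few abundant genes, although MALAT1, singled out after its values were seen, took 2.04% of its counts. Removing the trend on length and GC content left 0.499, with at most 0.333 for the others, so that trend was not the whole cause. The summed CPM of 238 genes abundant in HEC-1A and nearly absent from T-HESC was 49.2, above the 28.0 to 37.9 of the others, but its excess was 0.0906% of the mean level in HEC-1A, too small a share of HEC-1A cells to move a whole library. A mislabelled culture is argued against by the enzymes of cholesterol biosynthesis, of which 19 were above every DMSO library. A difference in this culture or in its library preparation stays open and was not tested.

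The number of differentially expressed genes was 11 in T-HESC and 364 in HEC-1A. Library size was argued against, since the median total of the T-HESC libraries, 13823410, was above that of the HEC-1A libraries. The spread between T-HESC libraries is a candidate explanation. Of 333 genes higher in HEC-1A outside the sterol and lipid lists, those tested in T-HESC had a median log2 fold change of 0.435 there, against 0.02 for the other genes, and 69.3% of them were higher, against 52.0%. The shift had a p of 2.61e-12 with camera and of 0.036 with fry. Their median SE was 0.42 in T-HESC against 0.23 in HEC-1A. Without AG-205 replicate 1 of T-HESC the median was 0.46, and the count rose from 11 to 69. It was 5 without AG-205 replicate 3 and 0 without AG-205 replicate 2 or DMSO replicate 1, 2 or 3 (685, 404, 418 and 674 genes at an unadjusted p under 0.05). The real split gave more genes than any other in each line (1 of the 10 splits in HEC-1A and 1 of 10 in T-HESC), and the same holds for the enzymes (1 of 10 in each), but 10 splits cannot give a share under 0.1. Of 200 splits of both lines together, 1, the real one, gave as many genes changed in the same direction in both. Every other split of either line gave 0 genes and so could share none. This share therefore restates the splits of each line and decides nothing further about the shared genes.

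The AG-205 and DMSO libraries of T-HESC overlapped for AKR1C1. Its level in AG-205 replicate 2 and DMSO replicate 3 was above that of the other libraries of their groups, and the mean log2 level of the NRF2 target list was 6.57 to 6.73 in these and 5.44 to 5.86 in the other 4, a gap of 0.711. Correlations over the 6 libraries were computed first and are not given, since the libraries fall in separate clusters of 4 and 2, and for the spread of AKR1C1 a difference in NRF2 activity and another difference between the cultures cannot be told apart. The test of AKR1C1 took no pairs, and an experiment shared by AG-205 replicate 2 and DMSO replicate 3 is not excluded. Reads shared with paralogs could also add to it. Over the 6 libraries AKR1C1 and AKR1C3 correlated by r = 0.70 (exact permutation p = 0.139, adjusted over 2 relations 0.139; Spearman rho 0.771, p = 0.103; r = 0.81 without the 2 libraries farthest from the median) and AKR1C1 and AKR1C2 by r = 0.985 (exact permutation p = 0.00278, adjusted 0.00556; rho 0.943, p = 0.0167; r = 0.967 without those 2), and with AKR1C3 at 1 to 4 counts per library shared reads and regulation in common cannot be told apart.

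Other lists did not move alike. Fatty acid synthesis in T-HESC had a median log2 fold change of 1.39 (9 of 10 genes higher, camera adjusted p = 1.20e-13) and the integrated stress response of 0.45 (8 of 9, 7.26e-04), while with fry these did not pass (adjusted p = 0.0888 and 0.134). Under fry the former passed without AG-205 replicate 1 (adjusted p = 9.22e-04), with the GC and length correction, chosen after seeing the data (0.0237), and in the fit of all 12 libraries (0.0105), where the latter passed as well (0.0172), and the ranges over all settings were 9.22e-04 to 0.292 and 0.0172 to 0.4. The integrated stress response had a median of 0.12 and a camera adjusted p of 0.0703 without DMSO replicate 3, 0.73 without DMSO replicate 2 and 0.29 without AG-205 replicate 3 (0.0485). Proliferation in T-HESC had 0.02 (6 of 10 higher, adjusted p = 0.221) and -0.10 without DMSO replicate 1 (0.0272), with camera's direction lower in both. NRF2 targets had 0.12 in HEC-1A (8 of 10, 0.072; fry 0.0162, from 0.00236 to 0.492 over all settings and not past 0.05 without DMSO replicate 1, 2 or 3), with an adjusted p of 0.0432 without AG-205 replicate 1 and a median of 0.19 without AG-205 replicate 3, and 0.03 in T-HESC (5 of 10, 0.109), with 0.27 (0.00889) without AG-205 replicate 1 and 0.64 (1.59e-04) without DMSO replicate 3, but -0.26 without AG-205 replicate 2, -0.16 without DMSO replicate 1 and -0.11 without DMSO replicate 2. LXR targets had -0.06 in HEC-1A (4 genes tested, 0.357) and -0.20 in T-HESC (5 tested, 0.334). The sign in HEC-1A changed without DMSO replicate 3 (0.02) and in the fit of all 12 libraries (0.01, 5 tested). It also changed with DESeq2 (0.16), without the filter (0.18) and with DESeq2 and the block (0.16), where 6 were tested. Camera's direction was lower in each of these settings. With the GC and length correction, chosen after seeing the data, the list passed fry in HEC-1A (adjusted p = 0.0369). The T-HESC median was -0.51 without AG-205 replicate 3 and -0.05 without AG-205 replicate 2.

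SREBF1, SREBF2, SCAP, INSIG2 and EGFR changed by less than the median of the enzymes in each line, unlike INSIG1. In HEC-1A, SREBF2 had a log2 fold change of 0.85 (edgeR adjusted p = 5.49e-04) and INSIG2 of 0.59 (0.00654), both below the fold limit, SREBF1 of 0.00 (0.996), SCAP of -0.14 (0.456) and EGFR of -0.47 (0.0731). In T-HESC the values were 1.21 for SREBF2 (edgeR adjusted p = 0.703, and past the threshold without the filter on low counts, with quality weights and without AG-205 replicate 1, where the log2 fold change was 1.59, with adjusted p from 0.00909 to 1 over all settings), 0.04 for INSIG2, -0.22 for SREBF1, -0.23 for SCAP and 0.26 for EGFR (adjusted p = 0.993 for these 4). The difference between the lines passed for none of the 5 (edgeR adjusted p from 0.896 to 1).

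Among other enzymes of sex steroid metabolism, HSD17B12 had a log2 fold change of 1.01 in HEC-1A (edgeR adjusted p = 1.55e-04), a call lost in 8 of 18 other settings, where the log2 fold change was under 1, among them without DMSO replicate 1 (0.99) and without AG-205 replicate 3 (0.87), and of 0.55 in T-HESC (0.832). HSD17B1, HSD17B4, HSD17B8, SRD5A1 and STS passed in neither line, with adjusted p from 0.239 to 0.665 in HEC-1A and of 0.993 in T-HESC in edgeR's test. CYP19A1, HSD3B1, SULT1E1 and STAR had at most 4 counts in any library and were not tested. HSD11B1 was listed at 0 in HEC-1A, and had a log2 fold change of 0.81 in T-HESC (edgeR adjusted p = 0.948).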
